# Dapagliflozin alleviates renal inflammation and protects against diabetic kidney diseases, both dependent and independent of blood glucose levels

**DOI:** 10.3389/fimmu.2023.1205834

**Published:** 2023-11-09

**Authors:** Anxiang Cai, Jianxiao Shen, Xiaoqian Yang, Xinghua Shao, Leyi Gu, Shan Mou, Xiajing Che

**Keywords:** diabetic kidney disease, sodium-glucose cotransporter 2 inhibitors, inflammation, renal tubular cell, macrophage

## Abstract

**Introduction:**

Diabetic kidney disease (DKD) has become the leading cause of end-stage renal disease worldwide. Therefore, efforts to understand DKD pathophysiology and prevent its development at the early phase are highly warranted.

**Methods:**

Here, we analyzed kidneys from healthy mice, diabetic mice, and diabetic mice treated with the sodium-glucose cotransporter 2 inhibitor dapagliflozin using ATAC and RNA sequencing. The findings were verified at the protein levels and in cultured cells.

**Results:**

Our combined method of ATAC and RNA sequencing revealed *Csf2rb*, *Btla*, and *Isg15* as the key candidate genes associated with hyperglycemia, azotemia, and albuminuria. Their protein levels were altered together with multiple other inflammatory cytokines in the diabetic kidney, which was alleviated by dapagliflozin treatment. Cell culture of immortalized renal tubular cells and macrophages unraveled that dapagliflozin could directly effect on these cells *in vitro* as an anti-inflammatory agent independent of glucose concentrations. We further proved that dapagliflozin attenuated ischemia/reperfusion-induced chronic kidney injury and renal inflammation in mice.

**Discussion:**

Overall, our data emphasize the importance of inflammatory factors to the pathogenesis of DKD, and provide valuable mechanistic insights into the renoprotective role of dapagliflozin.

## Introduction

With the increasing prevalence of diabetes mellitus, diabetic kidney disease (DKD) has become the leading cause of end-stage renal disease (ESRD) worldwide, burdening approximately half of the patients with type 2 diabetes mellitus and one-third with type 1 diabetes mellitus (1, 2). Patients with DKD naturally undergo glomerular hyperfiltration, progressive albuminuria, and glomerular filtration rate decline before finally developing ESRD (2). Undoubtedly, efforts to explore DKD pathophysiology and prevent its progression at the early phase would benefit DKD patients, improving their life quality and prognosis.

Previous studies to investigate the pathomechanism of DKD unraveled the effects of metabolic and hemodynamic factors on intrinsic renal cells, including glomerular endothelial cells, mesangial cells, podocytes, and tubular cells (2, 3). However, emerging evidence has proved that systemic and local renal inflammation plays a crucial role in the pathogenesis of DKD (4). Among various inflammatory cells, macrophage infiltration is apparent in the DKD glomerulus, and its activation is closely associated with the severity of the disease (5).

Inhibition of the sodium-glucose cotransporter 2 (SGLT2) in the renal proximal tubular cells represents an effective anti-hyperglycemic strategy, which also benefits the kidney and cardiovascular function of diabetic patients (6, 7). Dapagliflozin is a promising SGLT2 inhibitor with broad clinical application, which can benefit patients through glucose lowering, weight loss, and blood pressure reduction. In the long term, dapagliflozin has been demonstrated to sustain the estimated glomerular filtration rate, and reduce the risk of ESRD and kidney-related or cardiovascular death in patients with DKD or non-diabetic chronic kidney diseases (CKD) (8–10). Current mechanistic understanding of the renoprotective effect of SGLT2 inhibitors focused on renal microvascular hemodynamics and renal intrinsic cell metabolism (6, 7), whereas how this therapy could regulate renal inflammation remains largely unclear.

In this study, we performed RNA sequencing to screen for candidate genes of DKD that respond to dapagliflozin treatment *in vivo*. In combination with cell culture *in vitro*, we demonstrated that inflammatory molecules, such as colony-stimulating factor 2 receptor subunit beta (CSF2RB), B and T lymphocyte attenuator (BTLA), and interferon-stimulated gene 15 (ISG15), should play pivotal roles in DKD. In addition to its anti-hyperglycemic function, dapagliflozin could directly affect renal proximal tubular cells and macrophages to exert anti-inflammatory function and protect against DKD.

## Materials and methods

### Animals and tissue collection

The animal experiments were performed in the Experimental Animal Platform of Renji Hospital, and all animal research was approved by the Institutional Animal Ethics Committee of Renji Hospital. Briefly, 8-week-old male C57BL/6 mice and BKS.Cg-Dock7m +/+ Leprdb/J(db/db) mice were both purchased from SLAC Laboratory Animal Co., Ltd. (Shanghai, China). Mice were housed under controlled ambient conditions with standard chow, a 12-h light/dark cycle (lights on at 7 a.m.), and were maintained at 25°C. For experiments, mice were divided into three groups: control group (Ctrl, C57BL/6 mice, n=5), diabetic group (Case, db/db mice, n=6), and treatment group (Dapa, db/db mice treated with dapagliflozin [1.0 mg/kg/day, AstraZeneca, Cambridge, UK], n=6) for 6 weeks. Dapagliflozin was administrated in the drinking water by oral gavage once daily in the treatment group, and mice in the Ctrl and Case groups were administrated with the same volume of saline. When the experiment was completed, all mice in the three groups were sacrificed by cervical dislocation after CO_2_-induced narcosis. Immediately afterward, the kidneys and blood were collected.

For ischemia/reperfusion-induced chronic kidney disease mouse models, 14-week-old male C57BL/6 mice were anesthetized and subjected to right kidney nephrectomy. Right kidneys were collected and used as controls, and the left renal artery was clamped for 30 minutes at 37°C followed by reperfusion. At 7 days post surgery, kidney tissues and blood and urine samples were collected for further analysis.

### RNA sequencing

Total RNA was isolated using an RNeasy mini kit (Qiagen, Germany). Strand-specific libraries were prepared using the TruSeq Stranded Total RNA Sample Preparation kit (Illumina, USA), following the manufacturer’s instructions. Briefly, mRNA was enriched with oligo(dT) beads. Following purification, the mRNA is fragmented into small pieces using divalent cations under 94°C for 8 min. The cleaved RNA fragments are copied into first-strand cDNA using reverse transcriptase and random primers. This is followed by second-strand cDNA synthesis using DNA Polymerase I and RNase H. These cDNA fragments then go through an end repair process, adding a single’A’base, and then ligating the adapters. The products are then purified and enriched with PCR to create the final cDNA library. Purified libraries were quantified by Qubit 2.0 Fluorometer (Life Technologies, USA) and validated by Agilent 2100 bioanalyzer (Agilent Technologies, USA) to confirm the insert size and calculate the mole concentration. The clusters were generated by cBot with the library diluted to 10 pM and then were sequenced on the Illumina NovaSeq 6000 (Illumina, USA). The library construction and sequencing were performed at Shanghai Biotechnology Corporation.

### Analysis of RNA sequencing data

For each sample, 33-95M RNA-sequencing (RNA-seq) clean reads were obtained that mapped to the mouse reference genome (mm10) using hierarchical indexing for spliced alignment of transcripts (HISAT2) v2.0.477. Sequencing read counts were calculated using Stringtie78,79 (v.1.3.0). Then, expression levels from different samples were normalized by the Trimmed Mean of M values (TMM) method. The normalized expression levels of different samples were converted to Fragments Per Kilobase of transcript per Million mapped fragments (FPKM). The edgeR package of R was used to analyze the difference between intergroup gene expression, the P-values were calculated, and multiple hypothesis tests were performed. The P-value threshold was determined by controlling the False Discovery Rate (FDR) with the Benjamini algorithm. The corrected P-value is called the q-value. Differentially expressed genes (DEGs) were defined as transcripts with a fold change in expression level (according to the FPKM value) greater than 2.0 and a q-value less than 0.05. Gene ontology (GO) and Kyoto Encyclopedia of Genes and Genomes (KEGG) enrichment analysis were performed with the clusterProfiler package of R, and the enrichment criteria included a q-value < 0.05. Heatmaps of specific genes were generated using the heatmap package of R. K-means analysis was performed with Euclidean distances in Multiple Experiment Viewer 4.9, and yielded 10 clusters based on input FPKM values (11).

### Library construction for ATAC-seq and sequencing procedures

Briefly, a total of 20,000 cells per sample was washed twice with 50 µL of cold Dulbecco’s Phosphate-Buffered Saline and re-suspended in 50 µL of lysis buffer [10 mM tris-HCl (pH 7.4), 10 mM NaCl, 3 mM MgCl2, and 0.1% (v/v) NP-40 substitute (Sigma-Aldrich, 11332473001)]. The suspension of nuclei was then centrifuged for 10 min at 500g at 4°C, followed by the addition of 50 µL of transposition reaction mix (10 µL of 5×TTBL buffer, 4 µL of TTE mix, and 36 µL of nuclease-free H2O) of TruePrep DNA Library Prep Kit V2 for Illumina (Vazyme Biotech, TD501). Samples were then incubated at 37°C for 30 min. DNA was isolated using the QIAquick PCR Purification Kit (QIAGEN, 28106). ATAC-seq libraries were first subjected to five cycles of pre-amplification using NEBNext High-Fidelity 2X PCR Master Mix (New England Biolabs, M0541S). To determine the suitable number of cycles required for the second round of PCR, the library was assessed by qPCR using NEBNext High-Fidelity 2X PCR Master Mix with SYBR Green I Nucleic Acid Gel Stain (Thermo Fisher Scientific, S7563) and then PCR amplified for the appropriate number of cycles. Libraries were purified with the QIAquick PCR Purification Kit. Library quality was checked using the High Sensitivity DNA Analysis Kit (Agilent, 5067-4626). Last, 2 X 150 paired-end sequencing was performed on an Illumina Nova seq (Illumina, San Diego, CA). The library construction and sequencing were performed at Shanghai Biotechnology Corporation.

### ATAC data processing and analysis

Alignment and peak-calling of ATAC sequencing data were performed using the ENCODE-DCC ATAC-Seq pipeline (https://github.com/ENCODE-DCC/atacseq-pipeline) (ENCODE Project Consortium, 2012). Briefly, data were aligned to the mouse reference genome (mm10) using Bowtie2. Aligned data were filtered for PCR duplicates, blacklisted regions, and shifted +4bp for the + strand and -5bp for the - strand. Peaks were called using MACS2. Differential peak calling was performed using Diffbind (DiffBind,http://bioconductor.org/packages/release/bioc/vignettes/DiffBind/inst/doc/DiffBind.pdf.). Motif enrichment was performed using Hypergeometric Optimization of the Motif EnRichment program (HOMER) version 4.1.

### Data analyses tools

Pathway enrichment analysis was performed on the DEGs using the Gene Ontology (www.geneontology.org) and the Kyoto Encyclopedia of Genes and Genomes (https://www.kegg.jp/) databases.

### Proteinuria, BUN, and Creatinine analysis

Mouse urine albumin concentration and urine creatinine concentration were measured using the Albumin Creatinine Ratio Assay Kit (ab241018) from Abcam. The excretion of albumin is expressed as the urinary albumin creatinine ratio (UACR). Urine albumin concentration was confirmed by loading 1 μl urine sample per lane on a sodium dodecyl sulfate-polyacrylamide gel for electrophoresis, followed by Coomassie blue staining. 1 and 5 μg bovine serum albumin (BSA) were loaded as controls for albuminuria. BUN and plasma creatinine levels were measured using a Liquid Urea Nitrogen Reagent Set and Creatinine Assay kit (Nanjing Jiancheng Bioengineering Institute, China) according to the manufacturer’s protocol.

### Histopathology analysis

Renal tissue harvested from animals was washed with 0.9% saline, fixed in 10% neutral buffered formalin, and then embedded in 10% paraffin. Sections (4 µm thick) were stained with periodic acid-Schiff staining (PAS) for further microscopic analysis. Three consecutive glomerular cross-sections from each sample were photographed by a nephropathologist, blinded to the source of the tissue, using a digital camera (Olympus DP74; Olympus America, Melville, New York), and imported into Image-Pro Plus (Media Cybernetics, Silver Spring, Maryland).

### Cell culture

Immortalized mouse macrophage cell line (RAW264.7) was cultured in Dulbecco’s modified Eagle’s medium (DMEM, HyClone) supplemented with 10% heat-inactivated fetal bovine serum (Gibco), 100 U/mL penicillin, and 100 μg/mL streptomycin (Sigma) at 37°C under 5% CO_2_. Immortalized human renal proximal tubular cell line (HK-2) was cultured in DMEM/F12 medium (HyClone) supplemented with 10% heat-inactivated fetal bovine serum (Gibco), 100 U/mL penicillin, and 100 μg/mL streptomycin (Sigma) at 37°C under 5% CO_2_.

Before experiments, cells were seeded onto 6-well plates to reach a confluence of 70% and then starved in serum-free DMEM overnight. Cells were then divided into three groups: for the osmotic control group (Ctrl), cells were cultured in DMEM medium containing 5mM glucose and 30mM mannitol; for the high-glucose group (Case), cells were cultured in DMEM medium containing 35mM glucose; for the dapagliflozin treatment group (Dapa), cells were cultured in DMEM medium containing 35mM glucose and 20µM dapagliflozin. Macrophages were incubated for 48 hours, and renal proximal tubular cells were incubated for 72 hours.

### Western blotting

Proteins from mice kidneys or cultured cells were extracted using RIPA lysis buffer supplemented with a cocktail of protease and phosphatase inhibitors. The total protein concentration was measured using a BCA assay, and equal amounts of protein were loaded on PAGE 4-20% gradient gels (GenScript) and transferred to PVDF membranes (Millipore). The primary antibodies were mouse anti-CSF2RB (Santa Cruz Biotechnology), rabbit anti-BTLA (Invitrogen), mouse anti-ISG15 (Santa Cruz Biotechnology), rabbit anti-SGLT2 (Proteintech), and mouse anti-β-actin (Cell Signaling Technology). Blots were developed using Omni ECL reagent (EpiZyme).

### RNA extraction and real-time PCR

Total RNA from cultured cells was extracted using TRIzol Reagent (Invitrogen). RNA quality was checked by controlling the OD at 260 and 280 nm. cDNA was synthesized from 1 µg RNA using the Hifair II 1st Strand cDNA Synthesis Super Mix (Yeasen, China). Real-time PCR was performed with the Roche Light Cycler 480 detection system using SYBR green PCR master Mix (Roche Diagnostics). Specific primers for target mRNAs (listed in the **Supplementary Materials**) were used for amplification, and a standard curve was generated for each targeted transcript. All relative expression levels were normalized to β-actin expression, and the results were analyzed using the ΔΔCt method.

### Antibody array assay and enzyme-linked immunosorbent assay

Mouse whole kidney lysate and cell culture medium supernatant of RAW264.7 were scanned using the QAM-INF-1 array (Raybiotech), and cell culture medium supernatant of HK-2 was scanned using the Quantibody Human TH17 array (Raybiotech) to obtain the raw data. Then, the Raybiotech software was used to remove the chip background and normalize the original data. Differentially expressed proteins (DEPs) between different groups were identified using the limma package (Version 3.42.2) in R software (RStudio, PBC, Boston, MA, USA). Individual p-values were calculated and converted to adjusted p-values (adj. p. val) for comparisons by false discovery rate correction of the Benjamini and Hochberg test. A cutoff point of adj. p. val < 0.05 and |fold change (FC)| > 1.2 were used to select DEPs. Then, the heatmap, and scatter plot of the DEPs were drawn using the ggplot2 package in R software. The expression levels of a specific protein of interest were determined by ELISA. The raw data were detailed in the **Supplementary Material**.

### Functional enrichment analyses and annotation of DEPs

The DEPs were uploaded to an online bioinformatics database, the Database for Annotation, Visualization, and Integrated Discovery (DAVID) version 6.8 Beta (https://david-d.ncifcrf.gov/), for enrichment analysis, including gene ontology (GO) pathways. The obtained results were visualized in the R ggplot2 package and a p-value of <0.05 was considered statistically significant.

### Statistical analysis

Data analysis was performed using GraphPad Prism software. Differences between two groups were analyzed using unpaired Student’s two-tailed t-test, and differences between more than two groups were analyzed using a one-way ANOVA test. Each experiment was replicated for more than three times. P values are presented as follows: *, P < 0.05; **, P < 0.01; ***, P < 0.001; NS, not significant.

## Results

### Dapagliflozin alleviated hyperglycemia and kidney injury in type 2 diabetic mice *in vivo*

Transgenic db/db mice (Case) of 14-week-old showed spontaneous type 2 diabetes mellitus phenotype: compared with the healthy mice (Ctrl), diabetic mice had augmented body weight (22.9 ± 2.9 g in Ctrl versus 47.8 ± 9.2 g in Case, P<0.0001) and hyperglycemia (3.9 ± 0.7 mM in Ctrl versus 22.7 ± 4.9 mM in Case, P<0.0001) (**Figures 1A, B**). In contrast, db/db mice given oral administration of 1 mg/kg dapagliflozin for 6 weeks (Dapa) presented significantly lower blood glucose levels (11.8 ± 2.0 mM in Dapa, P=0.0006 compared with Case), though their bodyweight displayed no significant changes (55.3 ± 1.7 g in Dapa, P=0.1854 compared with Case) (**Figures 1A, B**).

**Figure 1:**
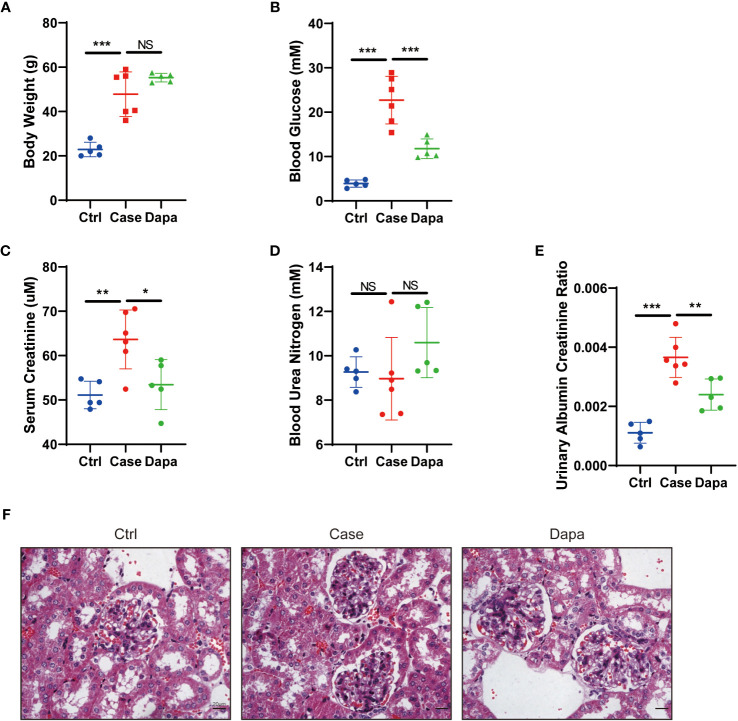
Dapagliflozin alleviated hyperglycemia and kidney injury in type 2 diabetic mice in vivo. **(A)** Body weight of normal (Ctrl), diabetic (Case), and dapagliflozin-treated diabetic (Dapa) 14-week-old mice. **(B)** Blood glucose levels of 14-week-old mice in the Ctrl, Case, and Dapa groups. **(C)** Serum creatinine levels of 14-week-old mice in the Ctrl, Case, and Dapa groups. **(D)** Blood urea nitrogen levels of 14-week-old mice in the Ctrl, Case, and Dapa groups. **(E)** Urinary albumin creatinine ratio of 14-week-old mice in the Ctrl, Case, and Dapa groups. **(F)** Periodic acid–Schiff (PAS)–stained sections of 14-week-old mouse kidneys in the Ctrl, Case, and Dapa groups. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA test. Bar = 20 μm.

As for kidney functions, db/db mice presented higher serum creatinine levels (51.1 ± 2.8 µM in Ctrl versus 63.7 ± 6.0 µM in Case, P<0.0001) and elevated urinary albumin creatinine ratio (UACR, 0.0011 ± 0.0003 in Ctrl versus 0.0037 ± 0.0006 in Case, P<0.0001) (**Figures 1C–E**). Treatment with dapagliflozin remarkably ameliorated azotemia (serum creatinine=53.4 ± 5.0 µM in Dapa, P=0.0215 compared with Case) and albuminuria (UACR=0.0024 ± 0.0004 in Dapa, P=0.0059 compared with Case) in diabetic mice (**Figures 1C–E**). Periodic acid-Schiff staining of renal tissue from the Case group exhibited mild-to-moderate diabetic renal structural alterations, including mesangial area broadening, mesangial matrix increase, and mesangial hyperplasia, while these changes were alleviated in mice receiving dapagliflozin treatment (**Figure 1F**). In short, dapagliflozin successfully rescued both hyperglycemia and diabetic nephropathy in diabetic mice.

### Combined ATAC and RNA sequencing revealed potential candidate genes for diabetic kidney disease

To determine potential candidate genes that might participate in the pathogenesis of DKD, we performed a combined analysis of RNA sequencing and Assay for Transposase Accessible Chromatin with high-throughput sequencing (ATAC-seq) on mice whole kidney lysates. 

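Whole-kidney RNA was sequenced from 17 mice. The Ctrl group held 5 C57BL/6 mice. The Case group held 6 db/db mice, which carry a defective leptin receptor. The paper gives their strain as BKS, so Case and Ctrl differ in strain as well as in diabetes. The Dapa group held 6 db/db mice that received dapagliflozin, an inhibitor of the glucose transporter SGLT2, at 1 mg/kg per day for 6 weeks from 8 weeks of age. The authors aligned the reads to the mouse genome mm10 (GRCm38) with HISAT2, counted them per gene with Stringtie, and deposited a read count and an FPKM value for each of 22561 genes in each mouse. The total count per mouse was 15757676 to 16902608 in Ctrl (median 16403995), 14229892 to 17779635 in Case (median 15826611) and 13039535 to 16094410 in Dapa (median 14514719). The paper states 33-95M clean reads per sample, and the values given here use the deposited counts. The paper names normalization by TMM before FPKM, but each deposited FPKM value followed the count, the library total and the gene length to within 0.0266%, so the FPKM values used here include no TMM factor. The entries of Sirt1, Tgfb1 and Bmp4 ran over 2 lines each, and their FPKM values did not match their counts in 7 of the 17 libraries. These 3 genes were left out, and the 7 libraries were treated as a possible batch. The counts were normalized by TMM and compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, on the genes that passed its filterByExpr filter in the groups compared. As in the paper, a DEG had an adjusted p-value (q) under 0.05 and a fold above 2 between the group means of FPKM. The ATAC-seq measurements were not analysed here.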

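Of the 14582 genes tested between the Case and Ctrl groups, 1895 had a q under 0.05, with 888 higher and 1007 lower in Case. With the fold threshold there were 553 DEGs, 340 higher and 213 lower in Case. In 321 of these DEGs the FPKM values of the Case mice did not overlap those of the Ctrl mice. Chance alone gives this in 0.433% of genes. The DEGs were picked for a difference in these mice, so this rate is no reference for them. Of the fits that each left out 1 mouse, the one without Ctrl replicate 3 gave the lowest number, 373. The exact test of edgeR without a filter, a setting added after the data were seen, gave 756. A fit with a term for the 7 libraries of the possible batch, also added after the data were seen, gave 409 DEGs. Among the DEGs without overlap and with a mean FPKM of at least 1 in either group, the largest rises were those of Gm4841, Ugt1a9, Ugt1a2, BC021614 and Fgg, with log2 fold changes of 5.77, 5.63, 5.15, 4.67 and 3.88 in that order, and Ugt1a9 with 8.81 without Ctrl replicate 5. Without Case replicate 1, Ugt1a9 had 4.18 and Fgg 2.71. The rise of Ugt1a2 (standard error 0.65) had a q of 0.000647 from edgeR's quasi-likelihood test. In the mouse transcripts, 63.7% of the 50-base stretches of Ugt1a2, 62.0% of those of Ugt1a9 and 9.42% of those of Gm4841 also occur in other genes, so their counts can include reads of related genes. The largest falls were those of Gm6300, Slc22a7, Slco1a1, Ctxn3 and Gm853. Gm6300 had 91 to 565 counts in the Ctrl mice and no count in any Case or Dapa mouse, and strain and disease cannot be told apart for it. Slc22a7 (chromosome 17, 46432185 to 46438477, mm10) had a log2 fold change of -6.32 (standard error 0.36, q = 3.57e-06 from edgeR's quasi-likelihood test), and Slco1a1, Ctxn3 and Gm853 had -4.56, -4.02 and -3.94.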

Mice displayed distinguished RNA expression patterns between the Ctrl group (Con.1-5) and the Case group (Db.1-6)(**Figure 2A**). Functional enrichment analysis utilizing the gene ontology (GO) database and Kyoto Encyclopedia of Gene and Genome (KEGG) database suggested that, in addition to metabolic disorders, diabetic mice showed immune system alterations that might involve response to interferon (**Figures 2B–D**). 

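Before the data were examined, 10 lists of genes were written after the pathways the paper names, and each was tested with camera (correlation between genes preset at 0.01, two-sided, Benjamini-Hochberg adjustment over the lists of both comparisons). Between Case and Ctrl, 7 of the 10 lists had a q under 0.05, with 6 higher and 1 lower in Case. The median log2 fold change was 2.98 over 25 interferon-gamma response genes (24 higher, q = 7.65e-08 from camera) and 0.81 over 45 type I interferon response genes (43 higher, q = 7.5e-09 from camera). The lists of complement and coagulation (median 0.66, q = 8.66e-05 from camera) and of fibrosis and injury (median 0.61, q = 0.000185 from camera) were higher too. The list of glucuronidation and cytochrome P450 was lower as a whole (median -0.59, q = 0.000416 from camera), although 18 of its 42 genes were higher. Without Case replicate 3 its median was -0.42 (q = 0.0598 from camera), which left 6 lists with a q under 0.05. Without Ctrl replicate 2, Case replicate 1 or Case replicate 4, 8 lists passed, 2 of them lower in Case. Per mouse, the list of glucuronidation and cytochrome P450 did not differ between the groups (exact two-sided permutation test, p = 0.489). With all mice, the lists of fatty acid oxidation (median -0.20, q = 0.0737 from camera) and gluconeogenesis (median 0.01, q = 0.53 from camera) did not pass. None of the calls in either comparison held under fry, whose smallest q was 0.0691, or under camera with a correlation estimated from the data, whose smallest q was 0.309. Of 100 splits of the Case and Ctrl mice, the actual one included, 28 gave as small a p from camera for the interferon-gamma list. For the type I interferon list 32 did. Taken per mouse as the mean of log2(FPKM + 1), the interferon-gamma list was higher than in every Ctrl mouse in 4 of the 6 Case mice, and the groups did not differ (exact two-sided permutation test, p = 0.0952). The type I interferon list was higher in 5 of the 6 Case mice (exact two-sided permutation test, p = 0.0216). The complement and coagulation list was higher in 5 (p = 0.00866) and the fibrosis and injury list in 6 (p = 0.00649, exact two-sided permutation tests).

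**Figure D1:**
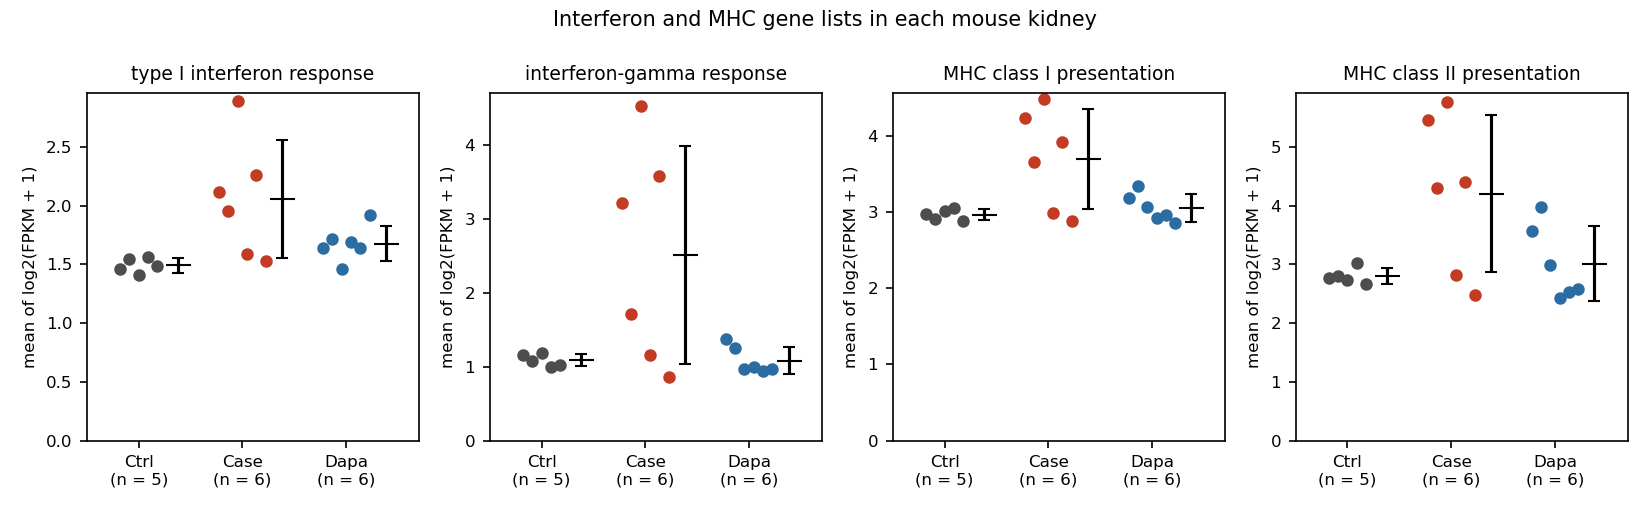
Mean of log2(FPKM + 1) over the genes of 4 lists (y axis) in each mouse, by group (x axis). Each point is a mouse, in the order of the replicate numbers, and the bars beside the points give the mean and SD of each group. In the panel of the interferon-gamma list, the Ctrl mice lie between 1.00 and 1.18 and the Case mice between 0.85 and 4.53.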

To be precise, analysis based on the KEGG database revealed pathways involving multiple material metabolism, inflammation and autoimmune-related diseases, and antigen processing and presentation (**Figure 2C**); while GO terms indicated material metabolism, antigen processing and presentation via MHC complex, and response to interferon (**Figure 2D**). Moreover, despite individual discrepancies, mice treated with dapagliflozin (Db.7-12) also presented different RNA expression patterns to the Case group (**Figure 2E**). Similarly, the top DEGs of these two groups were enriched in the immune-associated pathways, especially the response to interferon (**Figures 2F–H**). 

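For an enrichment test of the DEGs, which was chosen after the data were seen, the GO and KEGG terms listed per gene in the deposited table were used, with the tested genes that have a term as the background and with terms of 10 to 500 genes. By one-sided Fisher's exact tests with Benjamini-Hochberg adjustment, 21 of 305 KEGG pathways and 141 of 6106 GO terms had a q under 0.05. The KEGG pathway with the smallest p was drug metabolism by cytochrome P450, with 16 DEGs against 2.09 expected (q = 1.95e-08, Fisher's exact test). Antigen processing and presentation held 14 DEGs against 2.43 expected (q = 2.9e-06, Fisher's exact test), all higher in Case. Complement and coagulation cascades held 13 DEGs against 2.56 expected (q = 3.28e-05, Fisher's exact test). Among the GO terms, innate immune response held 60 DEGs against 17.5 expected (q = 1.37e-13, Fisher's exact test), response to interferon-beta 18 against 1.65 (q = 1.13e-11, Fisher's exact test) and response to interferon-gamma 20 against 3.64 (q = 3.13e-07, Fisher's exact test). The 18 and 20 DEGs of these interferon terms were all higher in Case. The DEGs lower in Case alone were enriched in 13 GO terms and 2 KEGG pathways, steroid hormone biosynthesis and butanoate metabolism. These tests treat genes as independent of one another, which genes that respond together are not.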

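Between the Dapa and Case groups, none of the 14573 genes tested had a q under 0.05, and the smallest q was 0.173 (edgeR's quasi-likelihood test). An unadjusted p under 0.05 was reached by 1880 genes, 910 higher and 970 lower in Dapa, against 729 that chance alone would give, and 246 of these also passed the fold threshold. The number of DEGs moved most with DESeq2, which called 81, and edgeR's exact test called 67. Without Dapa replicate 7, the quasi-likelihood test called 3 DEGs. The term for the 7 libraries of the possible batch left the number at 0. The spread between mice was wide in the genes that moved most. Iigp1, an interferon-gamma response gene on chromosome 18 (60376029 to 60392627, mm10), had an FPKM of 152 ± 207 (SD, n = 6) in Case and 4.85 ± 2.18 (SD, n = 6) in Dapa. Its log2 fold change was -4.93 (standard error 1.08, unadjusted p = 0.000448 and q = 0.179 from edgeR's quasi-likelihood test), and under the other settings of edgeR, DESeq2 and limma its q lay between 0.000672 and 0.346.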

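In the comparison of Dapa with Case, 5 of the 10 gene lists had a q under 0.05 by camera, and all 5 were lower in Dapa. The interferon-gamma response list had a median log2 fold change of -3.27, with 1 of its 24 tested genes higher in Dapa (q = 1.41e-20 from camera), and the type I interferon response list one of -0.66, with 3 of 45 higher (q = 9.4e-12 from camera) and with -0.40 without Case replicate 3. Complement and coagulation followed with -0.45 (q = 0.00153 from camera), and without Case replicate 3 it was -0.23 (q = 0.0775 from camera), which left 4 lists with a q under 0.05. Per mouse, the interferon-gamma list was 2.51 ± 1.48 (SD, n = 6) in Case and 1.08 ± 0.18 (SD, n = 6) in Dapa on the log2(FPKM + 1) scale (exact two-sided permutation test, p = 0.0411), and 1.09 ± 0.08 (SD, n = 5) in Ctrl. The Dapa and Ctrl groups did not differ in it (exact two-sided permutation test, p = 0.972). For the type I interferon list the difference between Dapa and Case gave p = 0.0952 and that between Dapa and Ctrl p = 0.026 (exact two-sided permutation tests). The q values of camera at the preset correlation do not measure the spread between mice. Of 100 splits of the Case and Dapa mice, the actual one included, 15 gave as small a p from camera for the interferon-gamma list. For the type I interferon list 20 did.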

In the analysis of Dapa versus Case, the KEGG database unraveled pathways involving inflammation and autoimmune-related diseases, helper T cell differentiation, and antigen processing and presentation (**Figure 2G**); GO terms also suggested antigen processing and presentation, and response to interferon (**Figure 2H**).

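The list of helper T cell differentiation genes had a median log2 fold change of -0.11 between Dapa and Case, with 9 of 19 genes higher in Dapa (q = 0.642 from camera), and of -0.02 between Case and Ctrl. With no DEGs in the main comparison, the enrichment was computed on the 67 DEGs of edgeR's exact test, a choice made after the data were seen. In these, response to interferon-beta held 15 genes against 0.188 expected (q = 2.28e-22, Fisher's exact test) and response to interferon-gamma 15 against 0.424 (q = 1.21e-16, Fisher's exact test). Of the KEGG pathways, only NOD-like receptor signaling passed (q = 0.0244, Fisher's exact test). Antigen processing and presentation held 3 genes against 0.312 expected (unadjusted p = 0.00356, q = 0.273, Fisher's exact test). Th1 and Th2 cell differentiation held 1 gene (p = 0.294, one-sided Fisher's exact test), as did Th17 cell differentiation (p = 0.336, one-sided Fisher's exact test).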

**Figure 2:**
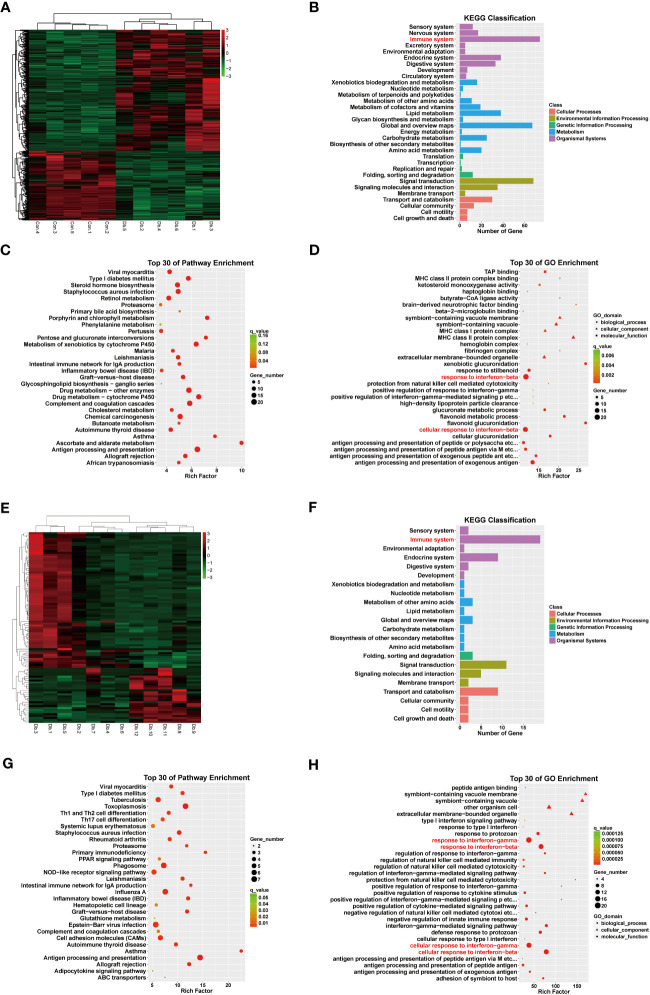
RNA sequencing revealed differentially expressed genes and pathways in diabetic kidney disease and dapagliflozin treatment. **(A)** Heatmap indicating distinct gene expression patterns of normal (Con1-5) versus diabetic (Db1-6) mouse kidneys. **(B)** KEGG classification analysis suggested that DEGs between normal and diabetic mouse kidneys were enriched in the immune system (red). **(C)** KEGG enrichment analysis indicating the top 30 pathways enriched in DEGs between normal and diabetic mouse kidneys. **(D)** GO enrichment analysis indicating the top 30 pathways enriched in DEGs between normal and diabetic mouse kidneys, highlighting interferon-related pathways (red). **(E)** Heatmap indicating distinct gene expression patterns of diabetic (Db1-6) versus dapagliflozin-treated diabetic (Db7-12) mouse kidneys. **(F)** KEGG classification analysis suggesting DEGs between diabetic and dapagliflozin-treated diabetic mouse kidneys were enriched in the immune system (red). **(G)** KEGG enrichment analysis indicating the top 30 pathways enriched in DEGs between diabetic and dapagliflozin-treated diabetic mouse kidneys. **(H)** GO enrichment analysis indicating the top 30 pathways enriched in DEGs between diabetic and dapagliflozin-treated diabetic mouse kidneys, highlighting interferon-related pathways (red).

Furthermore, we performed a K-means analysis with the aim of revealing the co-ordinance between Ctrl and Dapa groups. 

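Of the 340 DEGs higher in Case than in Ctrl, 338 were tested between Dapa and Case, and 224 (66.3%) were lower in Dapa, 98 of them with an unadjusted p under 0.05. Of the 213 DEGs lower in Case, 183 were tested, and 112 (61.2%) were higher in Dapa, 16 of them with an unadjusted p under 0.05. The median log2 fold change of the DEGs higher in Case was 1.36 between Case and Ctrl and 1.08 between Dapa and Ctrl. For the DEGs lower in Case these medians were -1.59 and -1.57. Both comparisons use the Case mice. In 40 simulations without an effect of treatment, in which the counts of all 3 groups were drawn anew, each gene by itself, and Case and Dapa from one mean, the median share moved back was 65.4% (62.3% to 68.2%) for the DEGs higher in Case and 63.0% (52.4% to 71.4%) for those lower in Case. These simulations were chosen after the data were seen. No gene was a DEG in both comparisons with opposite directions, while edgeR's exact test gave 38 such genes and DESeq2 gave 41.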

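The K-means analysis placed 811 genes in the paper's table, and the group values in that table were on the scale of log2 of the mean FPKM plus 1. The values recomputed from the deposited FPKM were within 0.01 of the table's for all 811 genes in Ctrl and Dapa and for 810 in Case. The clusters hold 12 to 162 genes. Because the clusters were formed on these same mice, tests on them describe the clusters and are not independent evidence.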

According to their different expression patterns among the three groups, the DEGs were divided into 10 clusters. We noticed cluster 2 and cluster 3, in which DEGs showed upregulation in the Case group but downregulated by dapagliflozin treatment (**Figure 3**). 

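In cluster 2, all 101 genes had a higher mean FPKM in Case than in Ctrl and a lower one in Dapa than in Case. The median difference, as log2(mean FPKM + 1), was 1.33 between Case and Ctrl (q = 0.0433, exact two-sided permutation test on 1 value per mouse with Benjamini-Hochberg adjustment over 10 clusters and both comparisons), -1.14 between Dapa and Case (q = 0.0557, same test) and 0.08 between Dapa and Ctrl. Without Case replicate 3 the difference between Case and Ctrl was 1.00, and in 10 of the 11 sets of mice that each left out 1 mouse its q was no longer under 0.05 (same test). The mean over the cluster was higher than in every Ctrl mouse in 5 of the 6 Case mice and higher than in every Dapa mouse in 4. With a pseudocount of 0.1 the difference between Dapa and Case was -1.72 (q = 0.0491, same test), and with group medians that between Case and Ctrl was 0.98 (q = 0.116, same test). The difference between Dapa and Case had a q under 0.05 in 2 of the 12 sets of mice that each left out 1 mouse, with -1.32 (q = 0.0122, same test) without Case replicate 6 and -1.30 (q = 0.0266, same test) without Case replicate 4. In cluster 3, all 142 genes moved in the same 2 directions, with medians of 0.74 (q = 0.00481, exact two-sided permutation test) and -0.28 (q = 0.018, exact two-sided permutation test). Over 3 other settings the q between Case and Ctrl reached 0.0533 (same test). All 6 Case mice lay above the Ctrl mice. The difference between Dapa and Ctrl was 0.44 (p = 0.00216, exact two-sided permutation test, the smallest p that 6 mice against 5 allow).

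**Figure D2:**
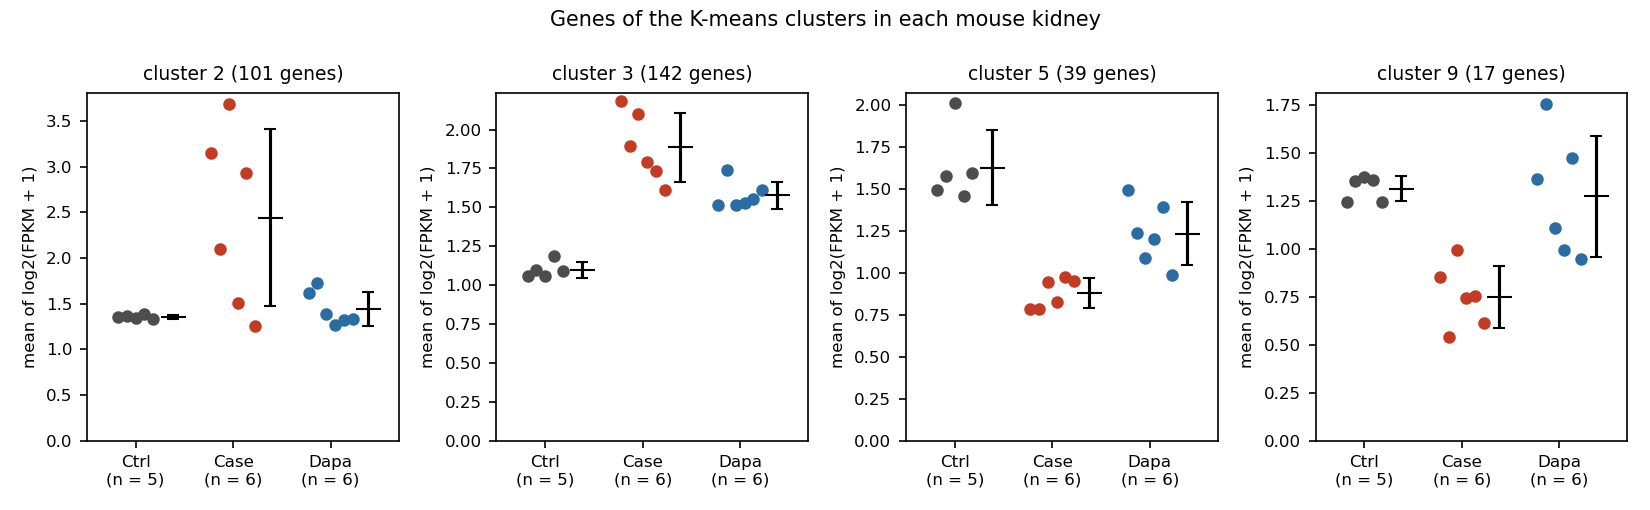
Mean of log2(FPKM + 1) over the genes of clusters 2, 3, 5 and 9 (y axis) in each mouse, by group (x axis). Each point is a mouse, in the order of the replicate numbers, and the bars beside the points give the mean and SD of each group. In the panel of cluster 2, the Case mice range from 1.25 to 3.69 and the Ctrl mice from 1.33 to 1.38.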

GO terms and the KEGG database indicated that pathways enriched in these two clusters were immune response, response to interferon-gamma (IFN-γ), antigen processing and presentation, and inflammation-related diseases (**Figure 3**). In addition, DEGs in cluster 5 and cluster 9 also presented co-ordinance between Ctrl and Dapa groups: pathways enriched in cluster 5 mainly involved material metabolism, endocrine regulation, and renal intrinsic cells; while pathways enriched in cluster 9 were associated with immunoglobulin, PPAR, and FoxO pathways (**Supplemental Figure 1**).

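Against all expressed genes with a term, 154 GO terms and 28 KEGG pathways had a q under 0.05 in cluster 2 and 41 and 15 in cluster 3 (one-sided Fisher's exact tests with Benjamini-Hochberg adjustment). The genes in clusters were picked for differences between the groups, so the enrichment was also computed within the paper's table. There, cluster 2 had 122 GO terms and 21 KEGG pathways past the threshold, with 26 of the 30 response to interferon-gamma genes (4.03 expected, q = 3.63e-18, Fisher's exact test) and 15 of the 20 antigen processing and presentation genes (3.01 expected, q = 2.37e-08, Fisher's exact test). Cluster 3 had none past the threshold in GO or KEGG, and 55 GO terms and 7 KEGG pathways at an unadjusted p under 0.05. It held 5 of the antigen processing and presentation genes against 3.8 expected and 2 of the response to interferon-gamma genes against 5.52 expected.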

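In cluster 5, all 39 genes were lower in Case than in Ctrl (median -0.67) and higher in Dapa than in Case (median 0.30), and in cluster 9 all 17 genes were (medians -0.61 and 0.61). The medians of cluster 9 were -0.31 without Ctrl replicate 3 and 0.32 without Dapa replicate 8. Over 3 other settings the medians were -1.23 to -0.45 and 0.21 to 0.73 in cluster 5. In cluster 9 they were -1.20 to -0.36 and 0.33 to 1.36. In the main setting with all mice, each of the 4 differences had a q under 0.01 (exact two-sided permutation test with Benjamini-Hochberg adjustment), and all 6 Case mice lay below the Ctrl mice in both clusters. Cluster 5 holds the fat genes Adipoq, Cfd, Retn and Lpl, and cluster 9 the immunoglobulin genes Igha and Igkc. As mean log2(FPKM + 1), Ctrl replicate 3 was the highest mouse in cluster 5 (2.01) and in the adipocyte markers (4.40). Dapa replicate 8 was the highest in cluster 9 (1.76) and in the B cell markers (3.06). Fat or B cells in the samples thus remain a candidate explanation for part of these differences. The median difference between Dapa and Ctrl was -0.33 in cluster 5 (p = 0.0108, exact two-sided permutation test) and 0.07 in cluster 9 (p = 0.781, exact two-sided permutation test). No GO term or KEGG pathway passed a q of 0.05 in either cluster by Fisher's exact test. At an unadjusted p under 0.05 there were 126 GO terms and 5 KEGG pathways in cluster 5, of which 22 and 13 genes have terms, and 43 and 3 in cluster 9, of which 7 and 2 genes have terms.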

**Figure 3:**
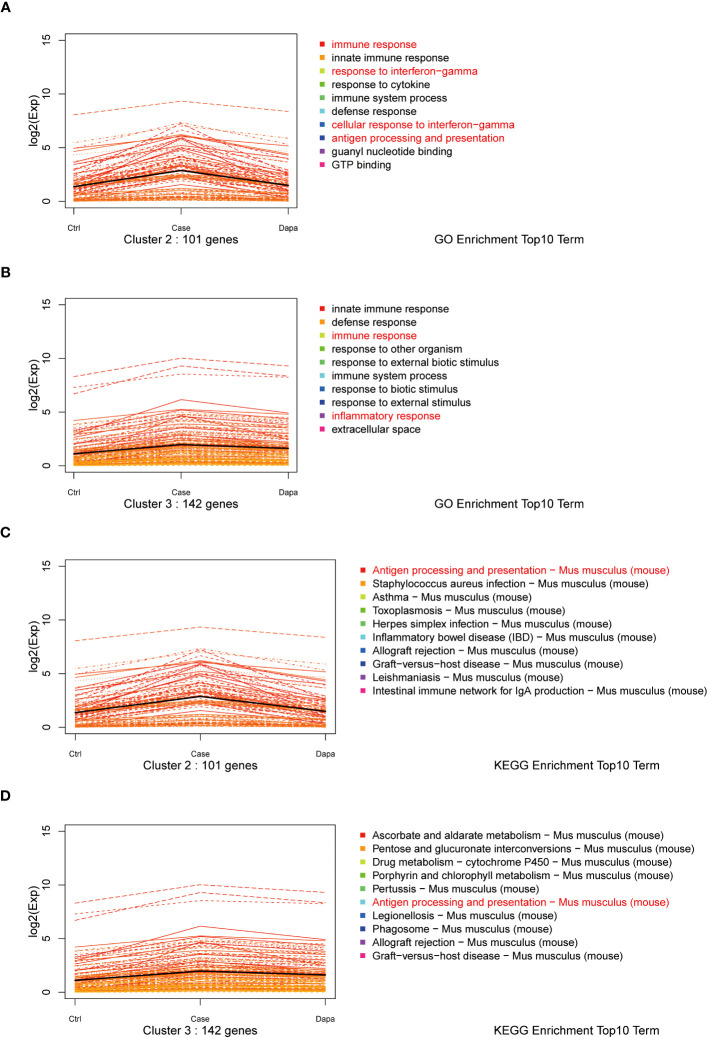
K-means analysis of RNA sequencing results. K-means analysis yielded 10 clusters with different expression patterns among the Ctrl, Case, and Dapa groups. Cluster 2 and 3 showed apparently different expression patterns among Ctrl, Case, and Dapa groups. **(A)** Expression patterns of genes in Cluster 2 with the top 10 enriched pathways listed according to GO terms. **(B)** Expression patterns of genes in Cluster 3 with the top 10 enriched pathways listed according to GO terms. **(C)** Expression patterns of genes in Cluster 2 with the top 10 enriched pathways listed according to the KEGG database. **(D)** Expression patterns of genes in Cluster 3 with the top 10 enriched pathways listed according to the KEGG database.

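The mRNA of Isg15, Csf2rb and Btla was measured at 11 to 162, 4 to 166 and 5 to 25 counts per mouse, so counting error is a large part of the spread of Btla. Isg15 lies on chromosome 4 from 156199424 to 156200818, Csf2rb on chromosome 15 from 78325990 to 78351000 and Btla on chromosome 16 from 45224315 to 45252895 (mm10). None of the 3 genes had a q under 0.05 in both comparisons under any of the settings run. In the paper's K-means table, Isg15 is in cluster 3, and Csf2rb and Btla are in no cluster.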

Combining the results of RNA sequencing and ATAC analysis, we identified three inflammation-associated genes that showed opposite regulation trends in Case versus Ctrl and Dapa versus Case, i.e., *Isg15*, *Btla*, and *Csf2rb* (**Figure 4**). *Isg15* (**Figures 4A–C**) and *Csf2rb* (**Figures 4A, F–G**) presented upregulated chromatin accessibility and mRNA levels in diabetic mice and attenuated by dapagliflozin administration. In contrast, *Btla* (**Figures 4A, D, E**) displayed downregulated chromatin accessibility and mRNA levels in the Case group and restored in the Dapa group. These genes were further analyzed due to their significant correlation with the clinical features of DKD (**Figure 5**).

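The FPKM of Isg15 was 1.9 ± 0.74 (SD, n = 5) in Ctrl, 5.54 ± 3.83 (SD, n = 6) in Case and 3.19 ± 1.20 (SD, n = 6) in Dapa. All 6 Case mice lay above the highest Ctrl mouse (exact two-sided permutation test, p = 0.0108). The log2 fold change was 1.44 (standard error 0.41, q = 0.0367 from edgeR's quasi-likelihood test), and 1.00 with a q of 0.0528 without Case replicate 3, which had an FPKM of 13.1. In 5 of the 11 fits that each left out 1 mouse the q stayed under 0.05. Between Dapa and Case the log2 fold change was -0.79 (standard error 0.35, unadjusted p = 0.0421 and q = 0.373 from edgeR's quasi-likelihood test), and the FPKM values gave p = 0.106 (exact two-sided permutation test). Without Case replicate 3 it was -0.36 (q = 0.535 from edgeR's quasi-likelihood test). The FPKM of Csf2rb was 0.283 ± 0.208 (SD, n = 5) in Ctrl, 0.852 ± 0.791 (SD, n = 6) in Case and 0.595 ± 0.226 (SD, n = 6) in Dapa. Its log2 fold change between Case and Ctrl was 1.48 (standard error 0.69, q = 0.176 from edgeR's quasi-likelihood test), with 4 of 6 Case mice above the highest Ctrl mouse (exact two-sided permutation test, p = 0.182). Between Dapa and Case it was -0.51 (standard error 0.53, q = 0.711 from edgeR's quasi-likelihood test; exact two-sided permutation test on FPKM, p = 0.489). Without Case replicate 3 the log2 fold changes of Csf2rb were 0.99 between Case and Ctrl and -0.03 between Dapa and Case. With voom and sample quality weights the value between Dapa and Case was 0.10. Of the 50-base stretches of Csf2rb, 12.3% also occur in other genes, most of them in Csf2rb2.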

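The FPKM of Btla was 0.128 ± 0.034 (SD, n = 5) in Ctrl, 0.0769 ± 0.0248 (SD, n = 6) in Case and 0.146 ± 0.073 (SD, n = 6) in Dapa. The difference between Case and Ctrl gave p = 0.0238 and that between Dapa and Case p = 0.0563 (exact two-sided permutation tests). In the counts, the log2 fold change between Case and Ctrl was -0.78 (standard error 0.33, unadjusted p = 0.0316 and q = 0.131 from edgeR's quasi-likelihood test), with 4 of 6 Case mice below the lowest Ctrl mouse. Between Dapa and Case the counts of Btla did not pass the filter. With all 3 groups in one fit the gene was tested, and its log2 fold change was 0.87 (unadjusted p = 0.0266, q = 0.265 from edgeR's quasi-likelihood test).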

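The paper's supplementary table gives the clinical features of 5 Ctrl, 6 Case and 5 Dapa mice. Ctrl and Case mice were matched to the libraries by group and number, and the 5 Dapa mice were matched to the libraries of Dapa replicates 7 to 11 from the points of Fig. 5, each of which fitted 1 library. Correlations were computed between the FPKM of the 3 genes and 4 clinical features over these 16 mice, 12 relations in all, with two-sided permutation tests of 100000 permutations and Benjamini-Hochberg adjustment over the 12. At a q under 0.05, 1 of the 12 passed for Pearson's r, that of Isg15 with UACR. For Spearman's rho, 3 of the 12 passed, those of Isg15 with UACR (q = 0.0021, permutation test), blood glucose (q = 0.0021, permutation test) and serum creatinine (rho = 0.634, q = 0.0404, permutation test; r = 0.348, q = 0.261, permutation test). The 3 groups differ in the clinical features, so the labels were also permuted inside the groups, and then none of the 12 passed (smallest q = 0.556, permutation test inside the groups; smallest unadjusted p = 0.0626).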

**Figure 4:**
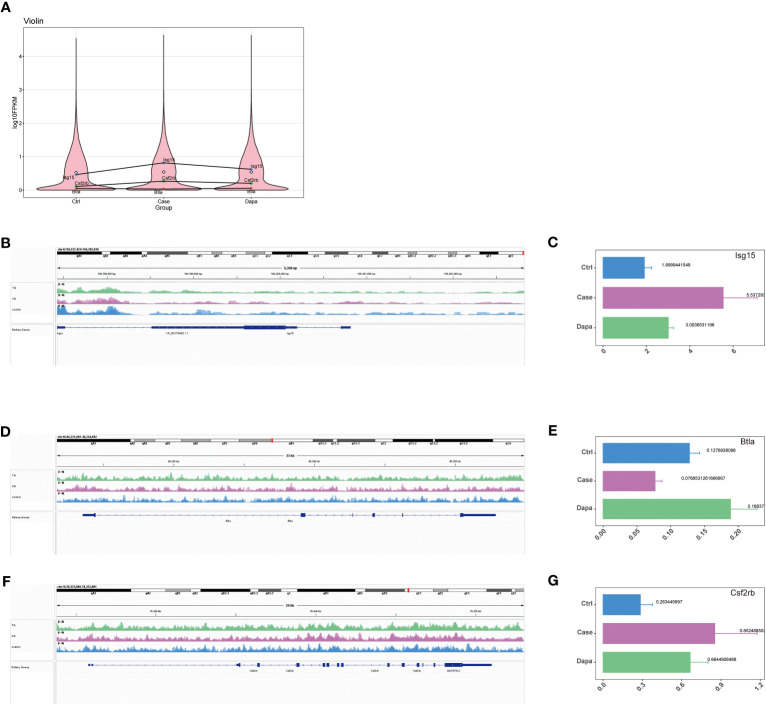
Combined ATAC and RNA sequencing revealed potential candidate genes for diabetic kidney disease. **(A)** Violin plot of RNA sequencing indicating *Isg15*, *Csf2rb*, and *Btla* as potential candidate genes that were upregulated in diabetic mouse kidneys and downregulated by dapagliflozin treatment (*Isg15* and *Csf2rb*), or downregulated in diabetic mouse kidneys and upregulated by dapagliflozin treatment (*Btla*). **(B)** ATAC analysis indicating elevated chromatin accessibility of *Isg15* in diabetic mouse kidneys that was reduced by dapagliflozin treatment, with corresponding quantifications in **(C)**. **(D)** ATAC analysis indicating decreased chromatin accessibility of *Btla* in diabetic mouse kidneys that was augmented by dapagliflozin treatment, with corresponding quantifications in **(E)**. **(F)** ATAC analysis indicating elevated chromatin accessibility of *Csf2rb* in diabetic mouse kidneys that was reduced by dapagliflozin treatment, with corresponding quantifications in **(G)**.

**Figure 5:**
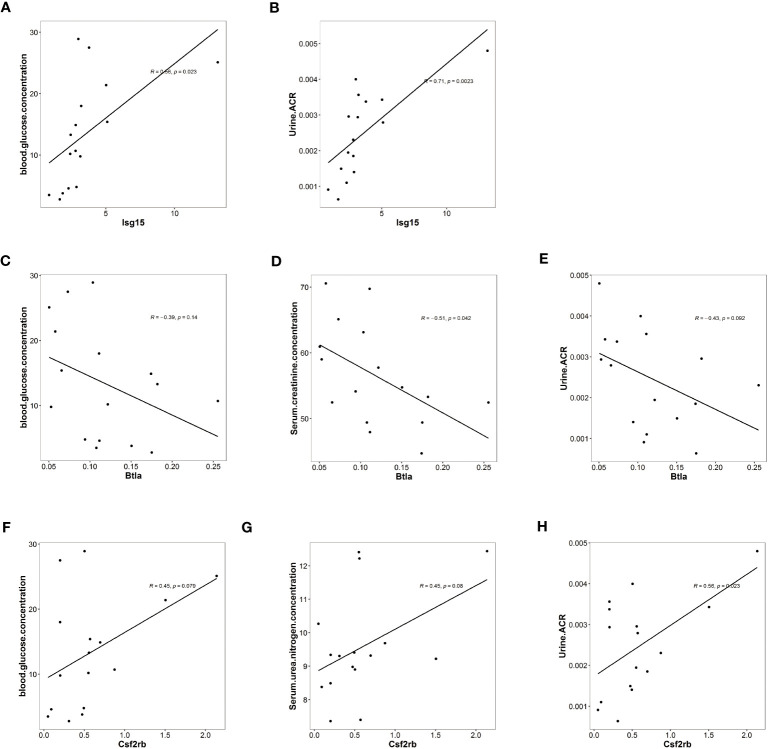
Isg15, Csf2rb, and Btla expression levels were associated with clinical features of diabetic kidney disease. **(A)** Univariate analysis demonstrating a positive correlation between *Isg15* expression levels and blood glucose levels. **(B)** Univariate analysis demonstrating a positive correlation between *Isg15* expression levels and urinary albumin creatinine ratio. **(C)** Univariate analysis demonstrating a negative correlation between *Btla* expression levels and blood glucose levels. **(D)** Univariate analysis demonstrating a negative correlation between *Btla* expression levels and serum creatinine levels. **(E)** Univariate analysis demonstrating a negative correlation between *Btla* expression levels and urinary albumin creatinine ratio. **(F)** Univariate analysis demonstrating a positive correlation between *Csf2rb* expression levels and blood glucose levels. **(G)** Univariate analysis demonstrating a positive correlation between *Csf2rb* expression levels and serum urea nitrogen levels. **(H)** Univariate analysis demonstrating a positive correlation between *Csf2rb* expression levels and urinary albumin creatinine ratio.

We first noticed *Isg15*, a pro-inflammatory gene, as functional enrichment analysis of RNA sequencing highlighted interferon-related pathways (**Figure 2**). 

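Across the 16 mice, the FPKM of Isg15 correlated with UACR (Pearson's r = 0.705, permutation test p = 0.00013, q = 0.00156; Spearman's rho = 0.803, p = 0.00035). Without Case replicates 3 and 2, the mice farthest from the median expression, r was 0.742. In the 10 libraries outside the possible batch r was 0.690, and in the other 6 it was 0.821. With blood glucose, r was 0.563 (permutation test p = 0.0084, q = 0.0504) and rho 0.821 (p = 0.00027), and r was 0.713 (q = 0.0128, permutation test) without the same 2 mice. Its q was also under 0.05 in 3 of the 6 sets that each left out 1 Case mouse, with r = 0.666 (q = 0.00954, permutation test) without Case replicate 4, 0.612 (q = 0.0407, permutation test) without Case replicate 5 and 0.573 (q = 0.0426, permutation test) without Case replicate 6. Parted by the possible batch in the same way, r with blood glucose was 0.47 in the 10 libraries and 0.899 in the 6. Within the Case group alone (n = 6), r was 0.694 with UACR (exact permutation test, p = 0.194) and 0.0869 with blood glucose (exact permutation test, p = 0.917). On ranks, rho within Case was -0.0857 with UACR and -0.429 with blood glucose.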

In the current study, the univariate analysis including all mice from three groups demonstrated that *Isg15* expression levels were positively correlated to hyperglycemia and UACR (**Figures 5A, B**), suggesting its deleterious role in DKD. 

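For Csf2rb, the correlation of FPKM with UACR over the 16 mice was r = 0.564 (permutation test p = 0.0191, q = 0.0765; Spearman's rho = 0.418, p = 0.109). With blood glucose it was r = 0.452 (permutation test p = 0.073, q = 0.147; rho = 0.441, p = 0.09), and with serum urea nitrogen r = 0.45 (permutation test p = 0.0733, q = 0.147; rho = 0.371, p = 0.158). Leaving out Case replicates 3 and 1, the mice farthest from the median expression, gave r = 0.138 with UACR, 0.13 with blood glucose and 0.261 with serum urea nitrogen. Without Case replicate 3 alone, r was 0.308, 0.300 and 0.142 in the same order, and without Case replicate 1 alone it was 0.535 with serum urea nitrogen. A q under 0.05 was reached with UACR without Case replicate 5 (r = 0.626, q = 0.0407, permutation test) or 6 (r = 0.640, q = 0.0426, permutation test) and with blood glucose without Case replicate 5 (r = 0.602, q = 0.0456, permutation test). In the 10 libraries outside the possible batch the 3 values of r were 0.452, 0.243 and 0.657, and in the other 6 libraries 0.844, 0.934 and -0.0192. Within the Case group alone (n = 6), r was 0.627 with UACR (exact permutation test, p = 0.21), 0.0962 with blood glucose (exact permutation test, p = 0.858) and 0.874 with serum urea nitrogen (exact permutation test, p = 0.0194).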

We also found positive correlations between another pro-inflammatory gene, *Csf2rb* mRNA levels in the kidney and the blood glucose concentration, serum urea nitrogen levels, and UACR of diabetic mice (**Figures 5C–E**), implying that CSF2RB should be detrimental in DKD. 

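For Btla, the correlation of FPKM with serum creatinine over the 16 mice was r = -0.514 (permutation test p = 0.0402, q = 0.121; Spearman's rho = -0.568, p = 0.0233). With UACR it was r = -0.435 (permutation test p = 0.0926, q = 0.159; rho = -0.476, p = 0.0636), and with blood glucose r = -0.386 (permutation test p = 0.141, q = 0.212; rho = -0.429, p = 0.0998). Without Dapa replicates 8 and 11, the mice with the highest expression, r was -0.566 with serum creatinine, -0.660 with UACR (q = 0.0329, permutation test) and -0.484 with blood glucose. In the same order, r was -0.355, -0.439 and -0.365 in the 10 libraries outside the possible batch and -0.687, -0.261 and -0.272 in the other 6. Within the Case group, r was 0.311 with serum creatinine, -0.107 with UACR and 0.0457 with blood glucose.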

On the contrary, the anti-inflammatory gene *Btla* presented a negative correlation to serum creatinine concentration and UACR (**Figures 5F–H**). Therefore, we concluded that DKD is associated with renal inflammation, as pro-inflammatory cytokines would exacerbate while anti-inflammatory might attenuate kidney injury.

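Beside the 3 genes, Il1b, another cytokine the paper names, had an FPKM of 0.347 ± 0.098 (SD, n = 5) in Ctrl, 0.696 ± 0.607 (SD, n = 6) in Case and 0.358 ± 0.253 (SD, n = 6) in Dapa, with a log2 fold change of 0.89 between Case and Ctrl (q = 0.264 from edgeR's quasi-likelihood test). Case replicate 3 had 71 counts of Il1b, against 8 to 27 in the other Case mice and 8 to 18 in Ctrl. Unscaled counts of Il15, which the paper also names, were 199 to 290 in Ctrl, 156 to 216 in Case and 101 to 155 in Dapa. Those of Cxcl13 were 1 to 7, 3 to 79 and 6 to 63 in the same order. The median library total was lower in Dapa than in Case, so these unscaled counts do not compare the groups. Tnf and Ifng had too few counts to be tested. The paper reports the proteins of Il1b, Il15, Cxcl13 and Tnf, from an antibody array of kidney lysates, as lower in Dapa than in Case. These RNA values do not test that. From the relation of Isg15, Csf2rb and Btla to the clinical features, the paper concludes that diabetic kidney disease is associated with renal inflammation. As its reason it gives that pro-inflammatory molecules would worsen injury of the kidney and anti-inflammatory ones might lessen it.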

### Dapagliflozin regulated the expression of candidate genes and attenuated renal inflammation in type 2 diabetic mice *in vivo*

Next, we tested these inflammation-related molecules at the protein level in the mice kidneys. Diabetic mice presented a significantly higher level of ISG15 than the normal controls, which was alleviated by the dapagliflozin treatment (**Figures 6A, B**). In contrast, reduced expression of the immunosuppressor BTLA was detected in the Case group that was restored by dapagliflozin administration (**Figures 6A, B**). Although CSF2RB was nearly undetectable at the protein level in the whole kidney lysates, these inflammatory proteins were consistent with their mRNA levels and the univariate analysis.

**Figure 6:**
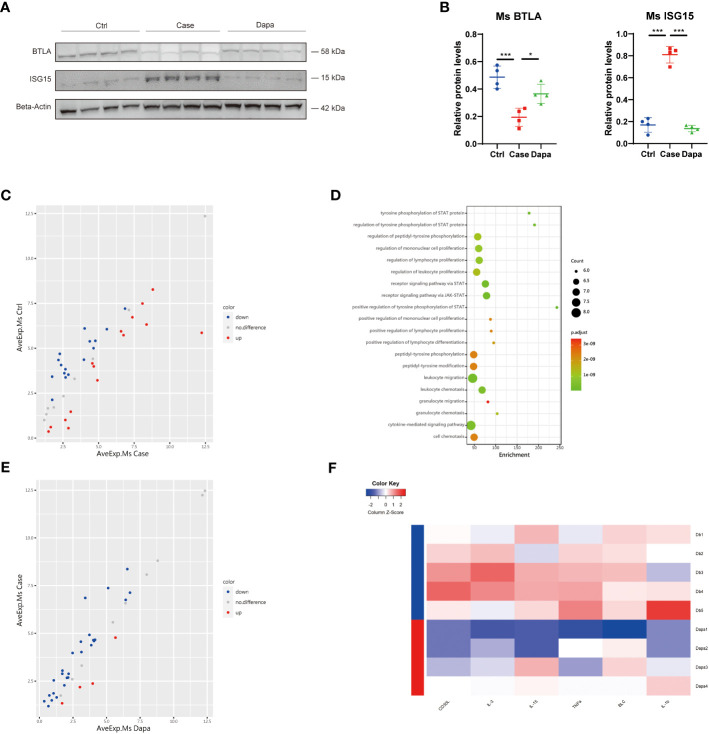
Dapagliflozin regulated the expression of candidate genes and attenuated renal inflammation in type 2 diabetic mice in vivo. **(A)** Western blot analysis showing BTLA and ISG15 protein levels in normal (Ctrl), diabetic (Case), and dapagliflozin-treated diabetic (Dapa) mouse kidneys, with corresponding quantifications in **(B)**. **(C)** Scatter plot indicating distinct protein expression levels of normal versus diabetic mouse kidneys. **(D)** GO enrichment analysis suggesting leukocyte activation and JAK-STAT pathway activation in diabetic mouse kidneys. **(E)** Scatter plot indicating distinct protein expression levels of diabetic versus dapagliflozin-treated diabetic mouse kidneys. **(F)** Heatmap showing different protein levels of inflammatory cytokines in diabetic (Db) and dapagliflozin-treated diabetic (Dapa) mouse kidneys. *P < 0.05, ***P < 0.001, one-way ANOVA test.

To further explore the effect of dapagliflozin on renal inflammation *in vivo*, we performed an inflammation-associated antibody array assay analysis of mice whole kidney lysates, and found significant differences in the protein components of mice kidneys from different groups. In comparison with the Ctrl group, diabetic mice presented both upregulated and downregulated proteins (**Figure 6C**). Gene ontology analysis revealed that the Case group displayed an apparent profile of inflammatory cell proliferation and activation, as well as JAK-STAT pathway activation (**Figure 6D**). In contrast, mice treated with dapagliflozin showed overall downregulated inflammatory proteins in the kidney lysates (**Figure 6E**). Dapagliflozin administration triggered significant downregulation of two well-characterized inflammatory markers, tumor necrosis factor-alpha (TNF-α) and interleukin-1beta (IL-1β) (**Figure 6F**). Furthermore, dapagliflozin reduced the expression of multiple pro-inflammatory molecules in the diabetic kidney: CD30L, also known as CD153, can bind CD30 to promote senescence-associated tertiary lymphoid tissue expansion, facilitating local T and B cell interactions in the chronically inflamed kidney (12); IL-3 can act as the ligand of the aforementioned receptor CSF2RB (13); IL-15 is a pluripotent cytokine that supports both myeloid immune cells and lymphocytes, regulating innate and adaptive immune system (14); B lymphocyte chemoattractant, also called CXCL13, plays a role in diabetic pain and production of pro-inflammatory cytokines IL-1β, TNF-α, and IL-6 (15). In summary, dapagliflozin administration attenuated the overall inflammatory profile of the diabetic kidney in mice.

### Dapagliflozin presented an anti-inflammatory and anti-fibrotic effect on human renal tubular cells independent of glucose concentrations *in vitro*

With the aim of dissection of the renoprotective role of dapagliflozin at the cell level, we performed a cell culture of the human proximal tubular cell line (HK-2) with high expression of the target receptor SGLT2 (16). We found augmented mRNA levels of *ISG15* in tubular cells cultured in the high-glucose medium (Case group) versus cells cultured in normal-glucose medium (Ctrl group), which was alleviated by dapagliflozin treatment under the same high glucose concentration conditions (Dapa group) (**Figure 7A**). However, there was no expression of *CSF2RB* in proximal tubular cells, and the level of *BTLA* was kept almost unchanged regardless of the glucose or dapagliflozin treatment, indicating that dapagliflozin did not directly impact BTLA expression in renal tubular cells (**Figure 7A**). Correspondingly, immunoblot presented elevated ISG15 expression in the Case group that was attenuated in the Dapa group (**Figures 7B, C**). Subsequently, we performed an inflammation-associated antibody array assay analysis of the cell culture medium to further explore dapagliflozin’s effect on tubular cells under hyperglycemia. Renal tubular cells tended to produce more inflammatory molecules in the high-glucose medium (**Figure 7D**), activating the STAT pathway and promoting inflammation (**Figure 7E**). Incubation with dapagliflozin attenuated HK-2 secretion of the inflammatory proteins (**Figure 7F**), especially the well-known marker TNF-α and the fibrosis marker transforming growth factor-beta (TGF-β) into the cell culture medium (**Figure 7G**), implying an anti-inflammatory, anti-fibrotic role of dapagliflozin in the diabetic kidney. Moreover, we detected amelioration of two other well-characterized inflammation-associated molecules by dapagliflozin treatment, i.e., TNF-β and IFN-γ (**Figure 7G**). Of note, the aforementioned effects of dapagliflozin on HK-2 cells were independent of glucose concentrations, as the Case group and the Dapa group were cultured under the same glucose concentration conditions. We concluded that dapagliflozin served as an anti-inflammatory, anti-fibrotic agent to protect renal proximal tubular cells against DKD independent of glucose concentrations.

**Figure 7:**
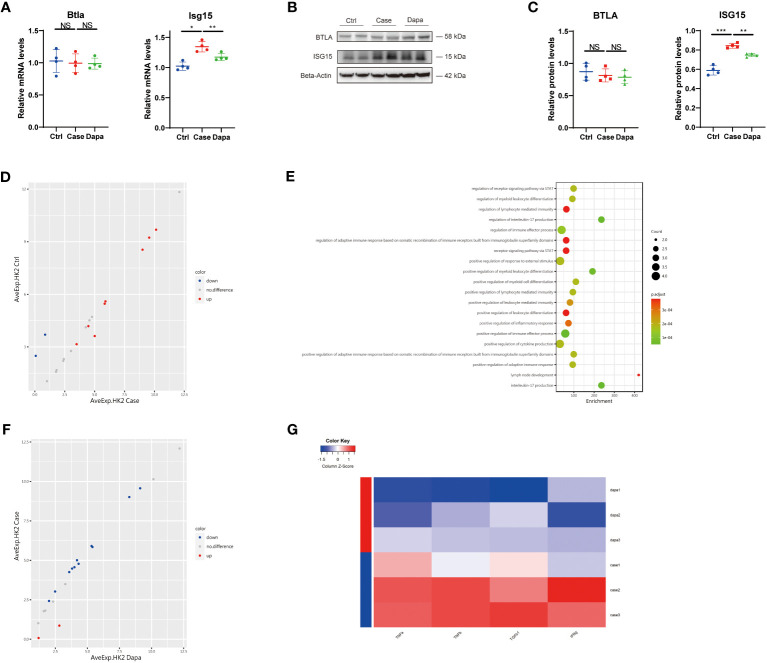
Dapagliflozin presented an anti-inflammatory and anti-fibrotic effect on human renal tubular cells independent of glucose concentrations in vitro. **(A)** QPCR analysis showing *Btla* and *Isg15* mRNA levels in HK-2 cells cultured in normal-glucose (Ctrl), high-glucose (Case), and high-glucose with dapagliflozin (Dapa) medium. **(B)** Western blot analysis showing BTLA and ISG15 protein levels in HK-2 cells of Ctrl, Case, and Dapa groups, with corresponding quantifications in **(C)**. **(D)** Scatter plot indicating distinct protein expression levels of HK-2 cells in Ctrl versus Case group. **(E)** GO enrichment analysis suggesting STAT pathway activation, inflammatory response, and leukocyte activation pathways in HK-2 cells in the high-glucose medium. **(F)** Scatter plot indicating distinct protein expression levels of HK-2 cells in Case versus Dapa group. **(G)** Heatmap showing different protein levels of inflammatory and fibrotic cytokines in HK-2 cells of Case and Dapa group. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA test.

### A novel anti-inflammatory role of dapagliflozin in macrophages independent of glucose concentrations *in vitro*

As macrophages are considered the major leukocyte in the chronically inflamed kidney in diabetes (5), and our data highlighted the role of antigen-presenting cells and inflammation in DKD, we further investigated the role of dapagliflozin in macrophages. The immortalized mouse macrophage cell line (RAW 264.7) was cultured *in vitro*, and we detected upregulation of ISG15, BTLA, and CSF2RB in the high-glucose medium at both mRNA and protein levels (**Figures 8A, C**). Surprisingly, with our immunoblot analysis showing SGLT2 expression on macrophages (**Supplemental Figure 2D**), dapagliflozin treatment significantly alleviated the upregulation of these inflammatory molecules (**Figures 8A–C**). As macrophages might secret various cytokines to interact with multiple cell types, we also detected a series of molecules in the cell culture medium supernatant utilizing an inflammation-associated antibody array assay. Results of DEPs were enriched in the endothelial cell apoptosis process and leukocyte chemotaxis, suggesting that macrophages in hyperglycemia might induce endothelial injury and recruit other leukocytes to exacerbate inflammatory responses (**Figures 8D, E**). However, dapagliflozin treatment seemed to have little impact on the cytokines in the macrophage cell culture medium supernatant according to the antibody array assay. To deepen our investigations, we tested the role of glucose levels and dapagliflozin in macrophage polarization. High-glucose incubation activated macrophages to express a higher level of *Tnf-α*, *Il-1β*, *iNos*, *Il-10*, and *Tgf-β*, implying complicated macrophage activation and polarization process with a combination of different phenotypes (**Figure 8F**) (17). Dapagliflozin treatment attenuated the activation of these macrophages, exerting a seemly “calm down” effect (**Figure 8F**). Altogether, these results revealed a novel, unrecognized role of dapagliflozin in regulating inflammatory response via its effect on macrophages and independent of glucose concentrations, and its specific signaling pathways deserve further exploration.

**Figure 8:**
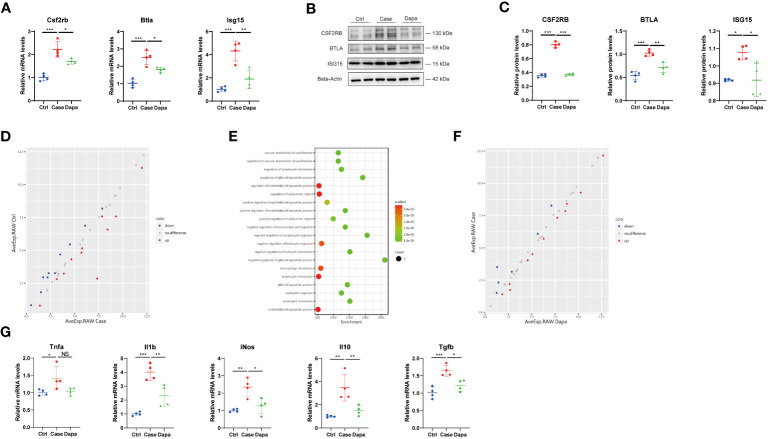
A novel anti-inflammatory role of dapagliflozin in macrophages independent of glucose concentrations in vitro. **(A)** QPCR analysis showing *Csf2rb*, *Btla*, and *Isg15* mRNA levels in RAW 264.7 cells cultured in normal-glucose (Ctrl), high-glucose (Case), and high-glucose with dapagliflozin (Dapa) medium. **(B)** Western blot analysis showing CSF2RB, BTLA, and ISG15 protein levels in macrophages of Ctrl, Case, and Dapa groups, with corresponding quantifications in **(C)**. **(D)** Scatter plot indicating distinct protein expression levels of macrophages in Ctrl versus Case group. **(E)** GO enrichment analysis suggesting endothelial cell apoptosis and leukocyte chemotaxis pathways in macrophages in the high-glucose medium. **(F)** Scatter plot indicating distinct protein expression levels of macrophages in Case versus Dapa group. **(G)** QPCR analysis showing *Tnf-α*, *Il-1β*, *iNos*, *Il-10*, and *Tgf-β* mRNA levels in macrophages of Ctrl, Case, and Dapa group. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA test.

### Dapagliflozin attenuated kidney injury and alleviated renal inflammation in an ischemia/reperfusion-induced mouse CKD model

Considering that our cell culture experiments suggested a blood glucose-independent, anti-inflammatory effect of dapagliflozin, we subsequently explored the potential role of dapagliflozin in healthy mice and mice with CKD induced by ischemia/reperfusion (I/R). Dapagliflozin administration in healthy mice caused no apparent changes in serum creatinine (48.05 ± 4.7 µM in Ctrl versus 45.88 ± 4.9 µM in Ctrl+Dapa, P=0.9294), blood urea nitrogen (8.45 ± 0.4 mM in Ctrl versus 7.83 ± 0.8 mM in Ctrl+Dapa, P=0.6332), and blood glucose levels (6.43 ± 0.5 mM in Ctrl versus 7.40 ± 0.8 mM in Ctrl+Dapa, P=0.2799) (**Figures 9A–C**). At 7 days post I/R surgery, serum creatinine (74.35 ± 3.8 µM in I/R, P<0.0001) and blood urea nitrogen levels (15.68 ± 0.6 mM in I/R, P<0.0001) elevated while blood glucose (7.05 ± 0.7 mM in I/R, P=0.6293) remained unaltered in CKD mice compared with Ctrl mice. In contrast, treatment with dapagliflozin significantly restored kidney function (serum creatinine=55.15 ± 4.2 µM in I/R+Dapa, P=0.0009 compared with I/R; blood urea nitrogen=12.55 ± 0.7 mM in I/R+Dapa, P=0.0003 compared with I/R) and reduced blood glucose levels (4.63 ± 0.4 mM in I/R+Dapa, P=0.0024 compared with I/R) in I/R-induced CKD mice (**Figures 9A–C**). Then, we detected the protein levels of BTLA and ISG15 in the mice kidneys. Compared with the Ctrl group, healthy mice treated with dapagliflozin displayed augmented BTLA expression, and their ISG15 expression seemed to decrease but did not reach a significant threshold, probably due to the low ISG15 protein levels at the baseline (**Figures 9D, E**). Furthermore, I/R surgery downregulated BTLA while upregulated ISG15 in the kidney, and such a pro-inflammatory state was ameliorated by dapagliflozin (**Figures 9D, E**). As a result, dapagliflozin played a renoprotective, anti-inflammatory role in I/R-induced CKD mice.

**Figure 9:**
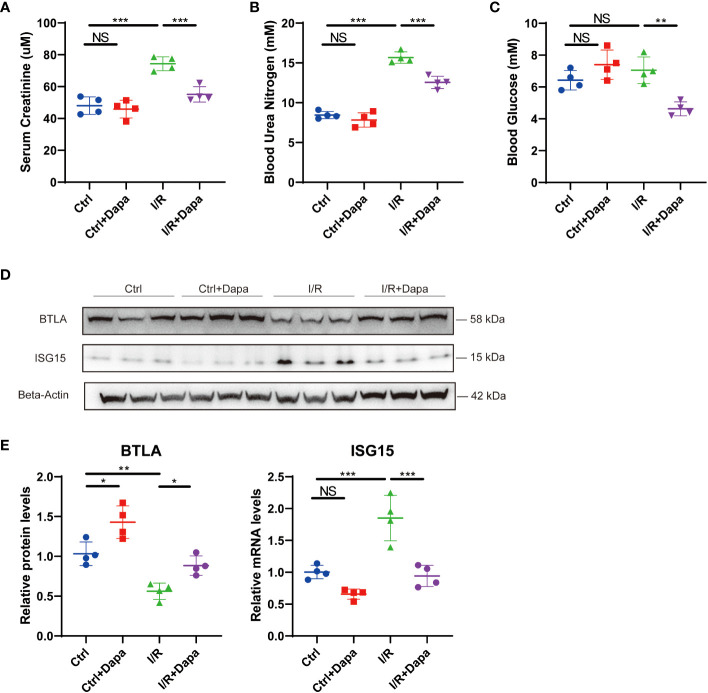
Dapagliflozin attenuated kidney injury and alleviated renal inflammation in an ischemia/reperfusion-induced mouse CKD model. **(A)** Serum creatinine levels of normal (Ctrl), dapagliflozin-treated normal (Ctrl+Dapa), ischemia/reperfusion-operated (I/R), and dapagliflozin-treated I/R (I/R+Dapa) 14-week-old mice. **(B)** Blood urea nitrogen levels of 14-week-old mice in the Ctrl, Ctrl+Dapa, I/R, and I/R+Dapa groups. **(C)** blood glucose levels of 14-week-old mice in the Ctrl, Ctrl+Dapa, I/R, and I/R+Dapa groups. **(D)** Western blot analysis showing BTLA and ISG15 protein levels in mouse kidneys in the Ctrl, Ctrl+Dapa, I/R, and I/R+Dapa groups, with corresponding quantifications in **(E)**. NS, not significant. *P < 0.05, **P < 0.01, ***P < 0.001, one-way ANOVA test.

## Discussion

Utilizing integrated bioinformatic, *in vivo*, and *in vitro* approaches, we have revealed the inflammatory profile of the chronically diseased kidney in diabetes and how SGLT2 inhibitor dapagliflozin could ameliorate DKD. First, we noticed that the immune system showed significant alterations in DKD and was impacted by dapagliflozin administration. Next, with the help of RNA sequencing and ATAC analysis, we identified three key inflammation-related genes, i.e., *Csf2rb*, *Btla*, and *Isg15*, whose mRNA levels were correlated to the severity of DKD. When detecting the protein levels of these molecules, we found that in accordance with the RNA sequencing results, diabetic mice upregulated the pro-inflammatory molecules while downregulated the anti-inflammatory protein BTLA. Furthermore, we dissected the impact of hyperglycemia and the effect of dapagliflozin at the cell level. We demonstrated that high glucose concentration induced inflammatory molecules in renal proximal tubular cells and macrophages, which could be alleviated by dapagliflozin treatment independent of glucose concentrations. Our findings would contribute to the mechanical understanding of DKD and provide novel evidence for the therapeutic effect of dapagliflozin.

In the current study, we based on the bioinformatic analysis of RNA sequencing and ATAC analysis data to screen for key genes that were correlated to the clinical features of DKD and could interact with the anti-hyperglycemic agent dapagliflozin. Intriguingly, the three candidate genes we found were all associated with inflammation: CSF2RB, also known as cytokine receptor common subunit beta, encodes the common β subunit to the receptor of common chain cytokines granulocyte-macrophage colony-stimulating factor (GM-CSF), IL-3, and IL-5 (13). In addition to the function of hematopoiesis, these cytokines play a pivotal role in inflammatory responses (13, 18), as is the case of chronic microvascular inflammation in DKD. ISG15 is a ubiquitin-like protein that can either be secreted as a free protein or bound target protein to induce a reversible post-translational modification called ISGylation (19). ISG15 exerts multiple effects, involving anti-infectious responses (19), metabolic reprogramming (20), and inflammatory responses (21). BTLA is an inhibitory receptor that suppresses immune responses, and its expression might be associated with poor prognosis in tumors (22), fulminant viral hepatitis (23), and sepsis (24). The pro-inflammatory molecules CSF2RB and ISG15 were positively correlated with kidney injury parameters, while the anti-inflammatory molecule BTLA displayed a negative correlation. Hence, our study shed light on the role of inflammatory factors in DKD. Another finding in our study was elevated antigen processing and presentation in diabetic mice, with both MHC class I and class II upregulated. It has been reported that type 1 diabetes mellitus as an autoimmune disease is associated with certain MHCs (25). Nevertheless, in metabolic type 2 diabetes mellitus, as in our mouse model, the role of antigen processing and presentation remains largely unclear. 

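In the kidneys of the Case group, the list of 28 MHC class I presentation genes had a median log2 fold change of 0.99 against Ctrl, with 25 genes higher (q = 3.4e-06 from camera), and the list of 9 MHC class II presentation genes one of 1.9, with 9 higher (q = 0.00027 from camera). Psmb8 rose by 3.1 on the log2 scale (standard error 0.77, q = 0.0205 from edgeR's quasi-likelihood test), Tap1 by 2.57 (standard error 0.61, q = 0.0179 from edgeR's quasi-likelihood test), Ciita by 3.51 (standard error 0.89, q = 0.0237 from edgeR's quasi-likelihood test) and H2-DMa by 2.68 (standard error 0.60, q = 0.0137 from edgeR's quasi-likelihood test). With 1 mouse left out, the q of Tap1 and H2-DMa stayed under 0.05 in 11 of 11 fits, that of Psmb8 in 9, without Ctrl replicate 2 (0.0544) or 3 (0.0523) above it, and that of Ciita in 7, without Ctrl replicate 1, 2, 3 or 5 above it (0.0548 to 0.0608, all from edgeR's quasi-likelihood test). With voom and sample quality weights the q of none of the 4 genes was under 0.05 (0.155 for Psmb8, 0.0921 for Tap1, 0.226 for Ciita and 0.113 for H2-DMa, limma). The mean of the class I list was above every Ctrl mouse in 4 of the 6 Case mice (exact two-sided permutation test, p = 0.0476), as was that of the class II list (exact two-sided permutation test, p = 0.0519). In Dapa the medians against Case were -0.77 (q = 5.16e-14 from camera) and -1.72 (q = 4.16e-07 from camera). Per mouse, Dapa against Case gave p = 0.0498 for class I and 0.0758 for class II (exact two-sided permutation tests). Under fry the q of class I and class II was 0.125 and 0.138 in Case against Ctrl, and 0.125 and 0.145 in Dapa against Case. Camera with an estimated correlation gave both lists a q of 0.357 and 0.309 in these comparisons. Of the 50-base stretches of H2-DMb2, a class II gene with a log2 fold change of 3.86, 24.8% also occur in other genes, most of them in H2-DMb1.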

The kidney is an organ with an abundant blood supply and thus various leukocytes, and augmented antigen processing and presentation in DKD could be associated with chronic renal inflammation and injury (26). Further investigations should explore the specific autoantigen in DKD since it is a non-infectious disease, the major activated antigen-presenting cells, and their downstream pathways.

We further explored the therapeutic effect of dapagliflozin on DKD. It has been reported that dapagliflozin as an SGLT2 inhibitor can reduce hyperglycemia and provide cardiovascular and renal benefits (27). Indeed, dapagliflozin administration in our research improved kidney function and albuminuria in diabetic mice, presenting a potent renoprotective effect. As for the mechanism by which dapagliflozin could protect against DKD, previous studies illustrated its effect on inhibition of HIF-1α-mediated renal tubular cell metabolic disorders (28), amelioration of renal tubular ferroptosis (29), and alleviation of complement over-activation (30). Here, we demonstrated that dapagliflozin attenuated renal inflammation in diabetic mice, downregulating a variety of inflammatory cytokines, including TNF-α, IL-1β, CD30L, IL-3, IL-15, and CXCL13. It has been recognized that chronic microvascular inflammation represents one key pathophysiological feature of diabetes mellitus (31); our results unraveled several key inflammatory molecules that participate in DKD, and demonstrated that dapagliflozin could attenuate renal inflammation by regulating the expression of multiple inflammatory molecules. Furthermore, in the current study, we focused on the effect of dapagliflozin on alleviating renal inflammation, and previous studies have demonstrated that dapagliflozin downregulated proteins involved in various organs and pathways: regarding metabolic changes, feeding with dapagliflozin suppressed glucagon signaling and reduced hepatic glucose production in rodent diabetic models (32); as for oxidative stress and cell death, dapagliflozin treatment downregulated hypoxia inducible factor 1α and heme oxygenase 1, thereby ameliorating ferroptosis in mouse DKD (33); besides, dapagliflozin inhibited fibrotic markers type I collagen, fibronectin, and α-smooth muscle actin in mouse myocardial damage (34). Overall, the therapeutical benefits of dapagliflozin should be comprehensive, involving multiple organ systems and signaling pathways, and deserve further investigations.

More precisely, to determine which cluster of cells directly responds to dapagliflozin treatment, we performed cell culture of two major cell types, i.e., renal tubular cells as the local intrinsic cells and macrophages as the infiltrated inflammatory cells. In proximal tubular cells, in addition to ISG15, we detected the reduction of TNF-β and IFN-γ by dapagliflozin administration. TNF-β, also known as lymphotoxin-α, plays a crucial role in lymphoid organ development, whose receptor has been found on lymphocytes and tubular epithelial cells to participate in renal inflammation and injury (35, 36). IFN-γ, except for its antiviral function, could induce inflammation, oxidative stress, and fibrosis of the kidney (37, 38). Such findings demonstrated that dapagliflozin successfully ameliorated inflammation and fibrosis caused by high glucose concentration, which was consistent with other researchers (39). To our surprise, dapagliflozin exerted a potent anti-inflammatory effect on cultured macrophages. It has been reported that dapagliflozin can mediate M2 polarization and modulate NLRP3 inflammasome activity of macrophage *in vivo* to induce cardioprotective and hepatoprotective effects (40–42). The novelty of our study resides in demonstrating that dapagliflozin can directly effect on macrophages to suppress inflammatory markers independent of glucose concentrations.

Based on our findings that dapagliflozin can attenuate renal inflammation independent of glucose concentrations, we then explored its role in Ctrl mice and I/R-induced CKD mice. We found that dapagliflozin treatment elevated BTLA expression and seemed to reduce ISG15 expression in Ctrl mice. In I/R-induced CKD models, decreased BTLA protein levels and increased ISG15 expression were observed in the diseased kidney. Surprisingly, dapagliflozin rescued kidney function, restored BTLA expression, and alleviated ISG15 upregulation. Of interest, dapagliflozin treatment in normal mice did not lower the blood glucose, while it decreased the blood glucose levels in I/R-induced CKD mice, and the mechanism underlying such a discrepancy deserves exploration. Since mice in the Ctrl and I/R group had no hyperglycemia but involved inflammation, these data further supported our conclusions, and provided new targets for the intervention of CKD using dapagliflozin.

There are several limitations of our study. First, we successfully proved that dapagliflozin could attenuate inflammation in the whole kidney, renal tubular cells, and macrophages, but there are still a group of other cell types in the kidney, such as mesangial cells, podocytes, and interstitial cells. Further investigations could take advantage of single-cell multi-omic technologies to acquire a more precise inflammatory profile of the diseased kidney in DKD with high resolution. In addition, although we proved that both HK-2 cells and RAW 264.7 cells expressed SGLT2, we failed to knock down SGLT2 protein levels utilizing siRNA (**Supplemental Figure 2**). SGLT2 knockout or knockdown mice or cell lines should be explored in the future to determine whether our observed changes are caused by SGLT2 inhibition or the off-target effect of dapagliflozin. Moreover, we separately explored the direct effect of dapagliflozin on HK-2 cells and RAW 264.7 cells. However, the interactions between renal cells and immune cells play pivotal roles from acute kidney injury to CKD, covering renal inflammation, regeneration, and fibrosis (43–45). Therefore, a co-culture system of both renal cells and immune cells from the same species could help to illustrate such delicate intercellular crosstalk and the possible effect of dapagliflozin.

In conclusion, our data demonstrate that dapagliflozin attenuates renal inflammation to protect against DKD, and prove that dapagliflozin can directly affect, in a way independent of blood glucose regulation, renal proximal tubular cells and macrophages as an anti-inflammatory agent. Our analysis emphasizes the role of inflammatory factors in the pathogenesis of DKD, and reveals novel therapeutic targets of dapagliflozin treatment. In that sense, this study contributes to the mechanistic understanding of DKD pathophysiology, and provides new insights into the renoprotective effects of dapagliflozin.

## Data availability statement

The data presented in the study are deposited in the GEO repository, accession number GSE246576 for RNAseq data and GSE246763 for ATACseq data.

## Ethics statement

Ethical approval was not required for the studies on humans in accordance with the local legislation and institutional requirements because only commercially available established cell lines were used. The animal study was approved by The ethics committee of Renji Hospital affiliated to Shanghai Jiao Tong University School of Medicine. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

XC, SM, and LG prepared the concept and designed the study. AC, JS, XY, XS, and XC performed the experiments. AC, JS, and XY analyzed data. AC and JS prepared the figures. AC, JS, and XY drafted the paper. XC, SM, and LG edited and revised the paper. AC, JS, and XY contributed equally to this paper. All authors contributed to the article and approved the submitted version.

# Supplementary material for: Dapagliflozin alleviates renal inflammation and protects against diabetic kidney diseases, both dependent and independent of blood glucose levels
**Source:** Front Immunol. 2023 Nov 9;14:1205834. doi: 10.3389/fimmu.2023.1205834
**Supplement:** Supplementary file 1

## Dapagliflozin alleviates renal inflammation and protects against diabetic kidney diseases, both dependent and independent of blood glucose levels

Anxiang Cai^1#^, Jianxiao Shen^1#^, Xiaoqian Yang^1#^, Xinghua Shao^1^, Leyi Gu^1*^, Shan Mou^1*^ and Xiajing Che^1*^

**^#^** **These authors contributed equally to this work and share first authorship**

**Keywords: diabetic kidney disease, sodium-glucose cotransporter 2 inhibitors, inflammation, renal tubular cell, macrophage.**

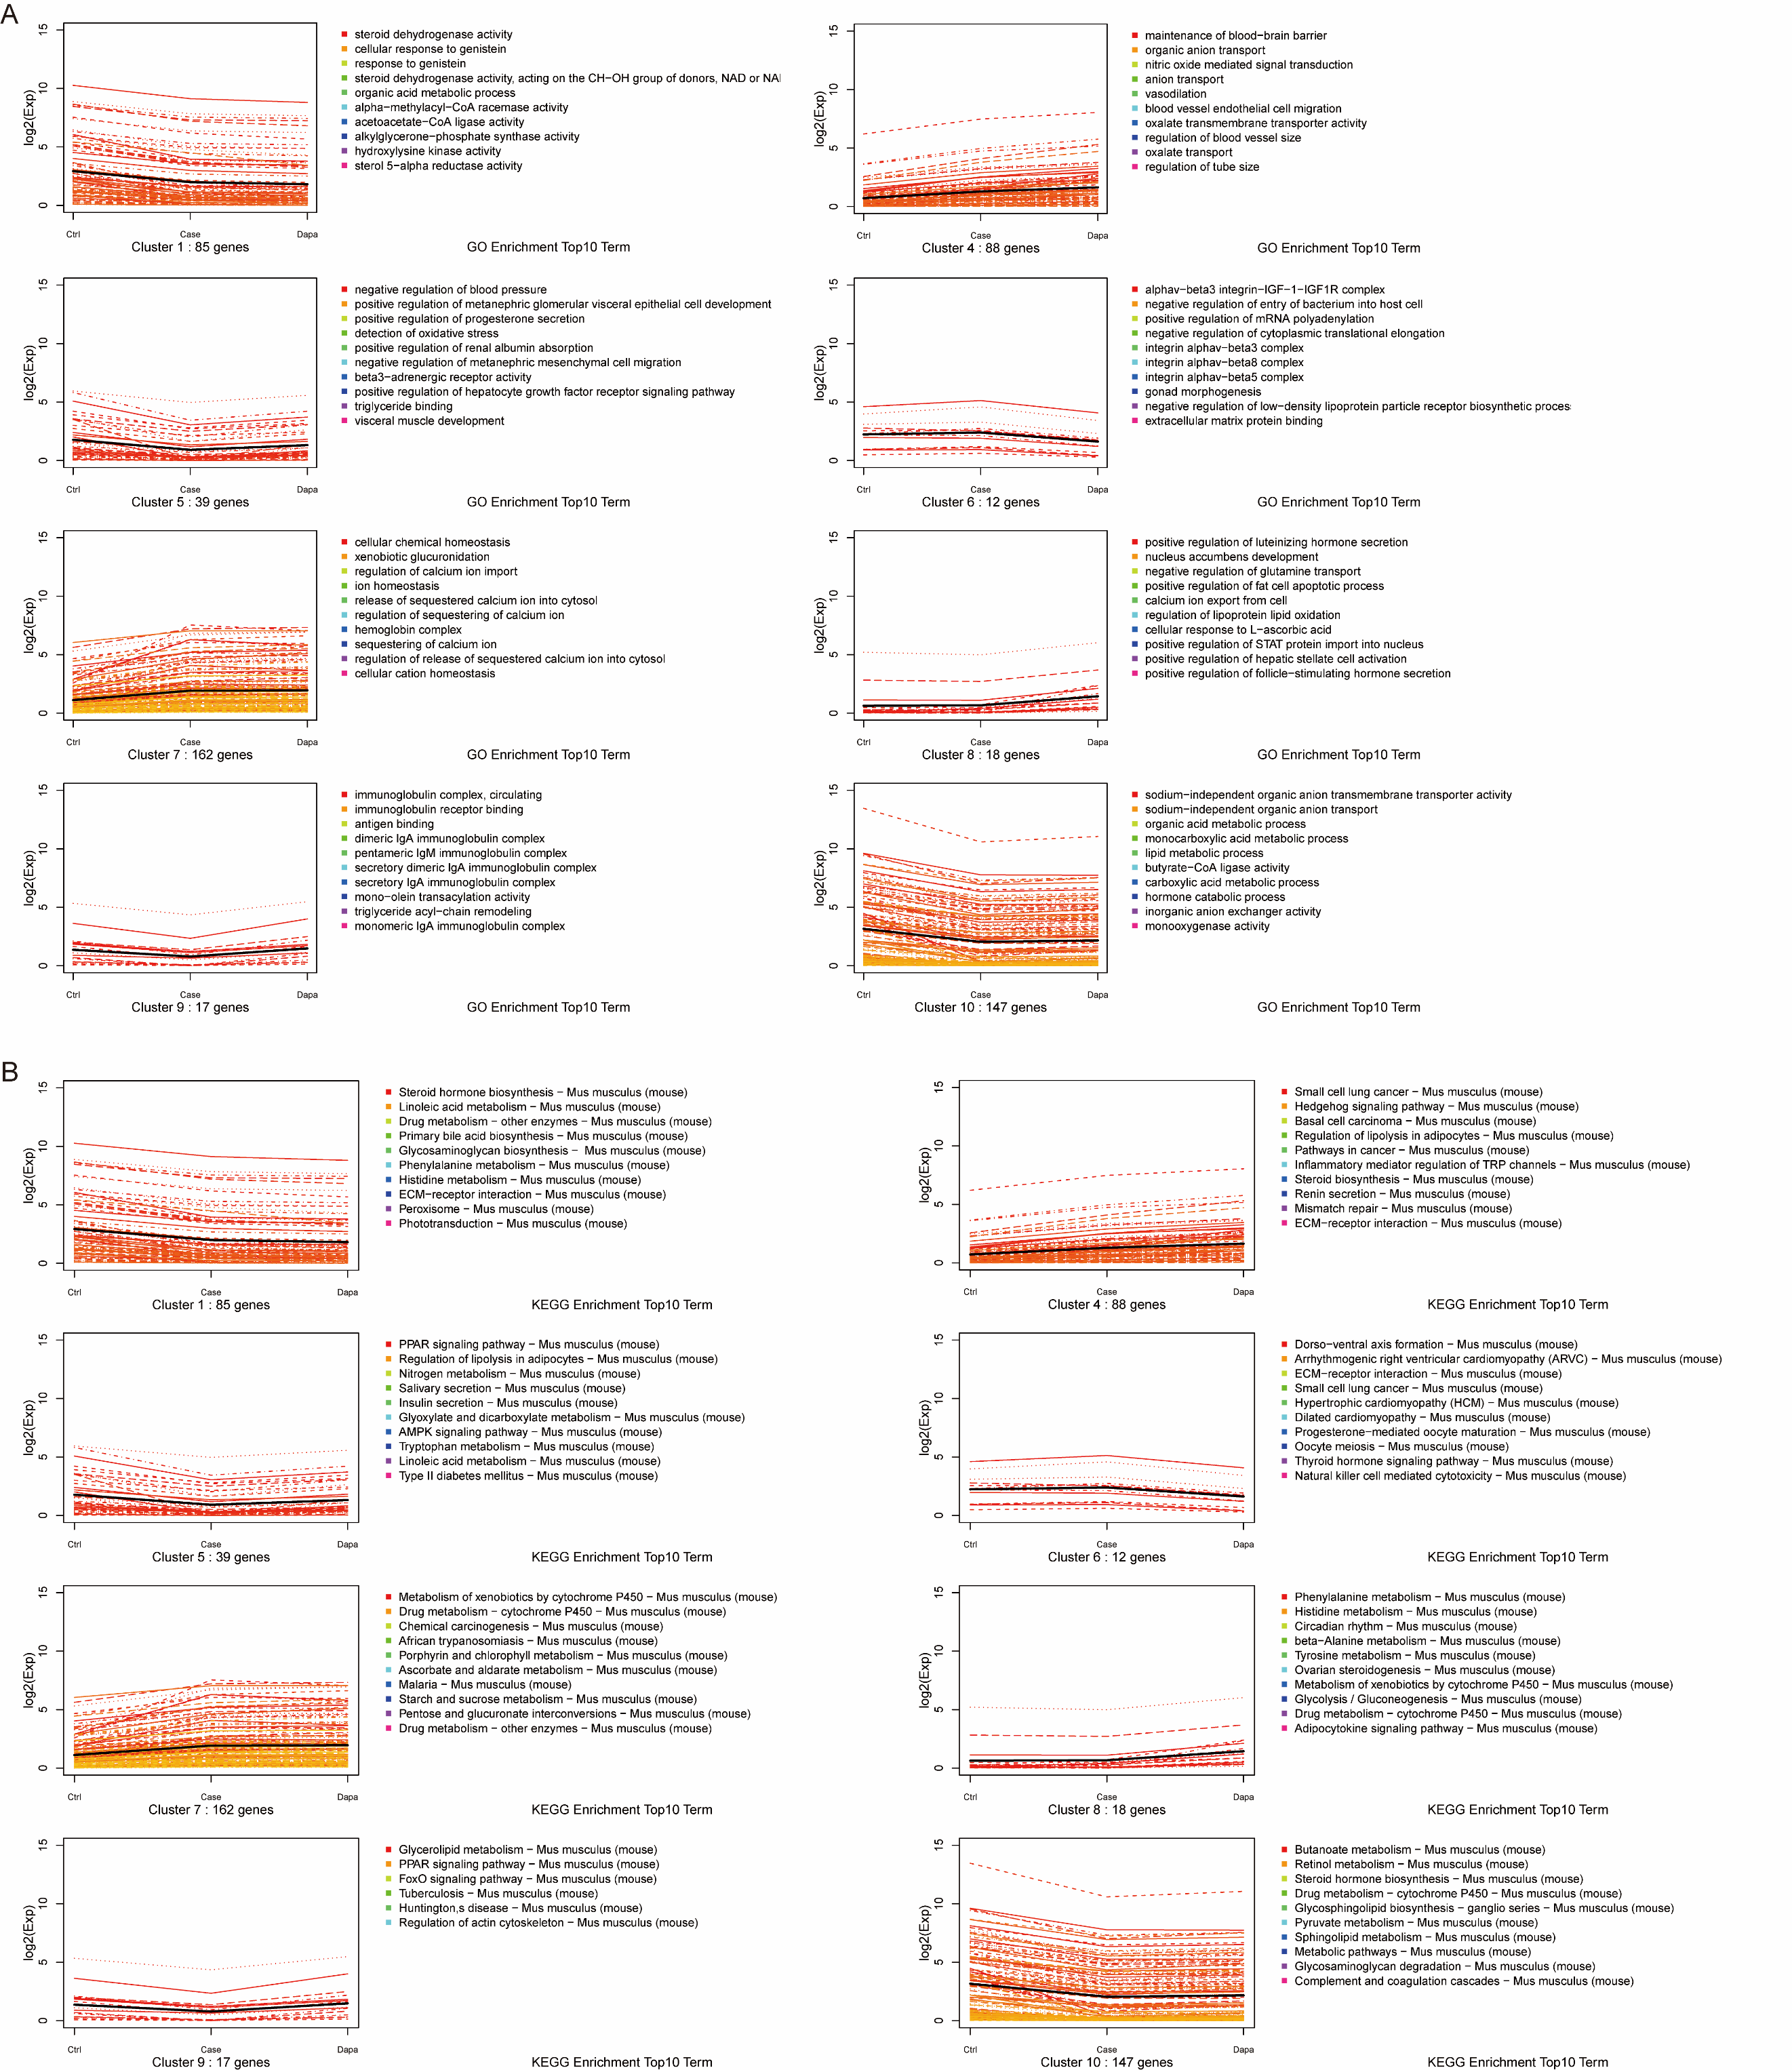
*Supplemental Figure 1. K-means analysis of RNA sequencing results*

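The median difference between Case and Ctrl, as log2(mean FPKM + 1), was above 0 in clusters 4 (0.49), 6 (0.14) and 7 (0.66) and below 0 in clusters 1 (-0.91) and 10 (-1.02), and in cluster 8 it was 0.00 to 2 decimals. Between Dapa and Case the medians were -0.14 in cluster 1, 0.30 in cluster 4, -0.80 in cluster 6, 0.01 in cluster 7, 0.57 in cluster 8 and 0.08 in cluster 10. With 1 mouse left out, cluster 6 ranged from 0.0455 (without Case replicate 5) to 0.22 (without Case replicate 6) between Case and Ctrl, and between Dapa and Case cluster 1 was -0.22 and cluster 10 was 0.0139 without Dapa replicate 7, and cluster 4 was 0.19 without Dapa replicate 12. Cluster 7 ranged from -0.0212 to 0.0366 between Dapa and Case. Of these, clusters 6 and 8 differed between Dapa and Case at a q under 0.05 (exact two-sided permutation test with Benjamini-Hochberg adjustment). Cluster 1 did so without Dapa replicate 7 (q = 0.00481, same test), and cluster 4 without Case replicate 3 or Dapa replicate 7 or 9 (q = 0.0371 to 0.0466, same test).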

K-means analysis yielded 10 clusters with different expression patterns among Ctrl, Case, and Dapa groups. (A) Expression patterns of genes in Cluster 1 and 4-10 with the top 10 enriched pathways listed according to GO terms. (B) Expression patterns of genes in Cluster 1 and 4-10 with the top 10 enriched pathways listed according to GO terms.

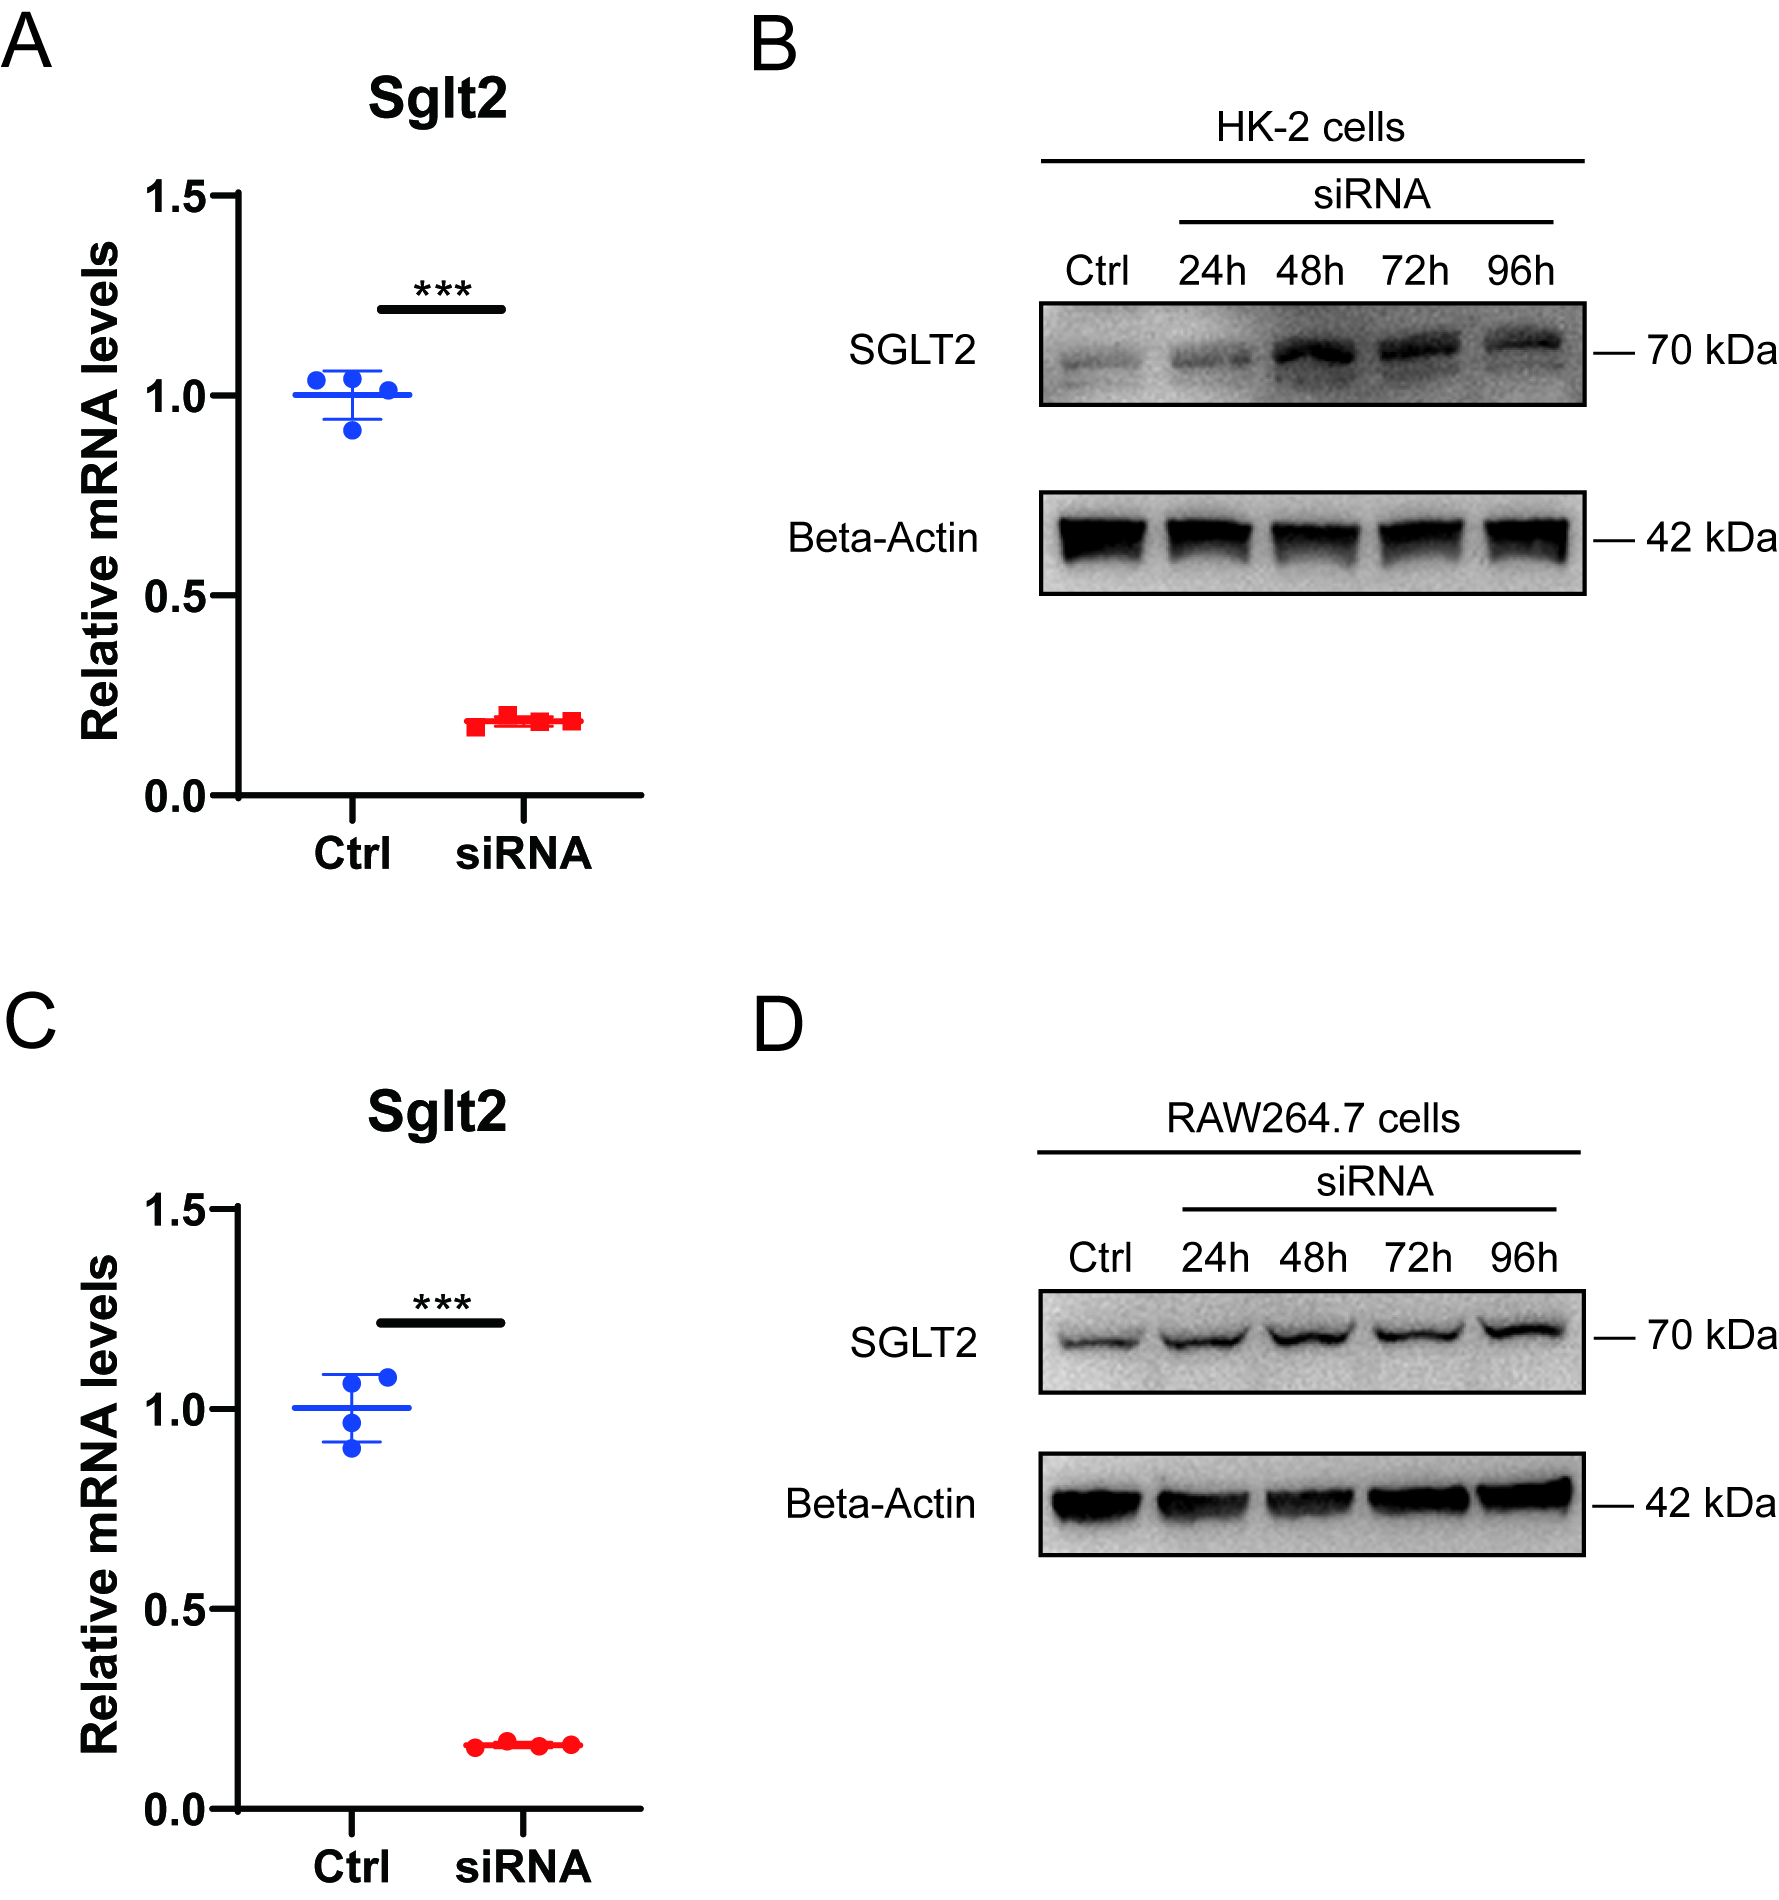

*Supplemental Figure 2. Expression and knockdown of SGLT2 in HK-2 and RAW 264.7 cells in vitro*

(A) QPCR analysis showing *Sglt2* mRNA levels in HK-2 cells from normal (Ctrl) group or siRNA-treated for 48 hours. (B) Western blot analysis showing SGLT2 protein levels in HK-2 cells of Ctrl group, and siRNA-treated for different durations. (C) QPCR analysis showing *Sglt2* mRNA levels in RAW 264.7 cells from normal (Ctrl) group or siRNA-treated for 48 hours. (D) Western blot analysis showing SGLT2 protein levels in RAW 264.7 cells of Ctrl group, and siRNA-treated for different durations.

How the deposited data were processed for this re-analysis (not part of the article)

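RNA of whole kidneys was sequenced from 5 Ctrl mice (C57BL/6), 6 Case mice (db/db) and 6 Dapa mice (db/db with dapagliflozin), 1 library per mouse. As the paper describes, the authors aligned the reads to mm10 with HISAT2 and made the deposited read count of each gene with Stringtie. The FPKM values were computed by the authors and deposited beside the counts. The paper names TMM before FPKM, but the deposited FPKM values followed count, library total and gene length to within 0.0266%, so they hold no TMM factor. The table gives 22561 genes, and 3 of them (Sirt1, Tgfb1 and Bmp4), whose entries ran over 2 lines, were left out because their FPKM and counts did not match in 7 libraries (factors 0.725 to 1.03), which left 22558.

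The libraries held 13039535 to 17779635 counts, of which 17.9% to 27.6% fell on mitochondrial genes and 19.2% to 27.4% on the 10 most abundant genes. At this depth a gene with 10 counts in a mouse has a large counting error, which applies to Btla in particular. No 2 libraries of a group were duplicates of one another (lowest chi-square per gene 15.0).

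Groups were those of the sample labels. Counts were compared in R 4.3.3 with edgeR 4.0.16 (TMM, filterByExpr, quasi-likelihood test, Benjamini-Hochberg adjustment) in Case against Ctrl, Dapa against Case and Dapa against Ctrl, each fitted on its own 2 groups. DEGs had a q under 0.05 and a fold above 2 between group means of FPKM. Gene lists were tested with camera and fry of limma 3.58.1. Values per mouse were compared with exact two-sided permutation tests, and correlations with permutation tests of 100000 permutations, in Python 3.11.15 with numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3. Figures were drawn with matplotlib 3.10.9. The enrichment of terms used one-sided Fisher's exact tests on the GO and KEGG terms of the deposited table, with terms of 10 to 500 genes, and was chosen after the data were seen. The clusters and the clinical features were taken from the paper's supplementary tables.

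The genes named in the text were those the paper names and those that check the labels, the 5 DEGs with the highest and the 5 with the lowest log2 fold change among DEGs without overlap between the groups and with a mean FPKM of at least 1 in the higher group, and up to 3 DEGs with the largest change of each pathway list. Sox2ot and H2-Ea were singled out after their values were seen. Besides the 10 pathway lists, lists of markers of macrophages, B and plasma cells, T and NK cells, neutrophils, erythrocytes, adipocytes, adrenal gland, liver, proximal tubule, distal nephron and collecting duct, and podocytes were tested. A list of pancreas markers held too few expressed genes to be tested. The share of 50-base stretches that also occur in transcripts of other genes is given in the text for Ugt1a2, Ugt1a9, Gm4841, Csf2rb and H2-DMb2. It was 34.6% for C4b (most with C4a), 19.9% for Ifng, 11.6% for Spp1, 3.96% for Isg15, 2.03% for Gbp2, 1.69% for Iigp1 and 1.64% for Slco1a1, and at most 0.581% for the other genes named here for which it was computed. Not every gene that meets this rule is reported here.

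The alternatives were DESeq2 1.42.0, edgeR's exact test, upper quartile and median ratio scaling, no filter, at least 10 counts in every sample, the fold taken from edgeR or from medians, no fold threshold, all 3 groups in one fit, limma on log2(FPKM + 1) and log2(FPKM + 0.1), counts thinned to the smallest library, voom with sample quality weights, the replicate number as a block, and each mouse left out in turn. For gene lists they were fry and a correlation estimated from the data, for clusters a pseudocount of 0.1, group medians and a minimum FPKM of 1, and for correlations Spearman's rho, log2 values and subsets of the mice. The exact test without a filter and the term for the 7 libraries were added after the data were seen.

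The tests were tested on simulated data in which 200 genes were changed. The quasi-likelihood test recovered 95.8% of 190 genes changed 4-fold and tested in the comparison of Case and Ctrl, 96.4% of 195 in Dapa against Case and 98.4% of 190 in Dapa against Ctrl, with 5, 5 and 3 false calls. Of 20 random gene lists none had a p under 0.05 in any of the comparisons, of 100 unrelated correlations 4 had, and 20 random lists gave no enriched term. Random lists are not made of genes that respond together, so they do not test the camera calls of the pathway lists. The ATAC-seq measurements, the protein and cell experiments and the blood measurements other than 4 clinical features were not used here.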

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

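Apart from the number of DEGs in other splits of the mice, the tests in this part were chosen only after the results they bear on had been seen. In groups of 5 or 6 mice, a mouse lay far from the others (Dixon's test) in 31 of the 190 groups of values examined, where chance gives about 1 in 20, or 9.5. In the Dapa group, replicate 8 was far in FPKM of Ugt1a2 (391), Tap1 (1.51), H2-DMb2 (6.36), C4b (15.4), Lcn2 (8.07), Spp1 (613) and Clu (81.1) and in the mean log2(FPKM + 1) of the complement list (2.80), replicate 7 in Slco1a1 (13.1) and the adrenal markers (0.76), and replicate 12 in Isg15 (5.58). In the Case group, replicate 3 was far in Isg15 (13.1), Gm4841 (17.0), Iigp1 (541), Akr1c18 (0.928), the fibrosis list (2.92) and the macrophage markers (3.16), replicate 1 in Ugt1a9 (104), BC021614 (7.55), Fgg (373) and C3 (246), and replicate 5 in Slco1a1 (11.1). In the Ctrl group, replicate 4 was far in the proximal tubule markers (7.54) and in clusters 1 (2.55), 7 (1.26) and 10 (2.81), replicate 3 in C3 (10.1), the adipocyte markers (4.40) and cluster 5 (2.01), replicate 5 in Ugt1a9 (2.23) and replicate 2 in Ugt1a2 (0.744).

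The linear FPKM scale is a candidate explanation for part of these values, since only 42.9% of the far values of genes were also far on the log2(FPKM + 1) scale. The depth or composition of the libraries was ruled out as the whole cause, since the shift of the median gene in the mice with at least 2 far values was at most 0.0717 on the log2 scale. In the mean log2(FPKM + 1) of the interferon-gamma list, Case replicate 3 (4.53) was 1 of 4 Case mice above every Ctrl mouse (highest 1.18). Case replicates 4 (1.16) and 6 (0.85) were not above it. No biological explanation was tested for the mice that lay far from their group.

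Ctrl replicate 4 lay towards the db/db mice, and RNA of db/db mice in the library may be asked about as a cause. A first test left this open: Gm6300 and Sox2ot, near 0 in all db/db mice, were at a median of 46.2% (21.8% and 70.7%) of the mean of the other Ctrl mice. A second test was added after that result had been seen. The 40 strongest DEGs lower in Case would need 47.1% of Case RNA (quartiles 40.1% to 54.6%) and the 25 strongest DEGs higher in Case 3.60% (quartiles -0.637% to 8.99%). A mixture needs the same share in both, so it was ruled out. A fall of genes that depend on androgen is a hypothesis for this mouse: the mean of the androgen-dependent list was 6.45 in it, 6.98 to 7.36 in the other Ctrl mice and 4.14 to 5.33 in Case.

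A comparison the paper does not report, Dapa against Ctrl, gave 1051 DEGs (740 higher, 311 lower in Dapa) among 14647 genes by edgeR's quasi-likelihood test. Of the 535 DEGs of Case against Ctrl that were tested, 368 were DEGs there too, all in the same direction, and 683 DEGs were found there only. In 586 DEGs the mice of the groups did not overlap. The chance rate of 0.433% is no reference here, since these DEGs were picked for a difference in the same mice. Other splits of these mice gave as many DEGs in 1 of 100 splits, the actual one (highest other 533), so chance alone does not explain the number. The first simulations of the shared Ctrl mice redrew only the Dapa libraries and could give nothing but about 0 shared DEGs (at most 0 in 40). In 40 further simulations that drew all 3 groups, each gene by itself, with Dapa unchanged from Ctrl, the log2 fold changes of the comparisons correlated at 0.235 (0.215 to 0.262), against 0.795 observed. With no Ctrl mouse in common, the correlation was 0.537 to 0.651 over 20 arrangements of the Ctrl mice, with 30 to 144 DEGs shared. The shared Ctrl mice were ruled out as the whole cause of the overlap, since the lowest value stayed above 0.5 of the observed one. Strain (BKS against C57BL/6), diabetes and treatment all separate these groups, and this comparison does not separate their effects.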

How the results depend on the processing

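Among 108 results and 2246 values under other settings, 2045 kept their direction and side of the threshold or, for counts and values without a test, stayed within the limit set for them, 113 became weaker, 47 stronger, 14 moved and 27 reversed. Where a setting changed a result below, the cause was not tested. The exact test without a filter, the term for the 7 libraries of the possible batch and the subset without these libraries were added after the data were seen.

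The 0 DEGs between Dapa and Case became 81 with DESeq2, 67 with edgeR's exact test and 67 with the exact test without a filter, and 0 to 3 across the fits that each left out 1 mouse (3 without Dapa replicate 7). Without the fold threshold, Case against Ctrl gave 1895 genes in place of 553 and Dapa against Ctrl 4260 in place of 1051, because fewer conditions apply. The genes that changed in opposite directions in the comparisons numbered 0, and 41 with DESeq2, 38 with the exact test and 38 with the exact test without a filter. Across the fits that left out 1 mouse, the DEGs ranged from 373 to 649 in Case against Ctrl and from 839 to 1234 in Dapa against Ctrl.

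The replicate number as a block (a replicate block) gave 292 DEGs in Case against Ctrl (138 higher and 154 lower), and Isg15 a log2 fold change of 1.39 (q = 0.132 from edgeR's quasi-likelihood test). The numbers do not pair the mice: the correlation of deviations of Ctrl and Case mice with the same number was -0.0586 to -0.0134 in 5 pairs, against -0.224 to 0.208 in the 25 other pairs.

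Isg15 in Case against Ctrl was 1.00 to 1.60 across the fits that left out 1 mouse, and 1.30 with the term for the 7 libraries (q = 0.0974 from edgeR's quasi-likelihood test, range over the settings 0.00527 to 0.132). In Dapa against Case, Csf2rb became 0.10 with voom and sample quality weights (q = 0.936 from limma, range 0.668 to 0.939) and Hk1 -0.0766 with the term for the 7 libraries. Across the fits that left out 1 mouse, Slco1a1 ranged from -0.73 to 1.28 (reversed without Dapa replicate 7), Hk1 from -0.0642 to 0.32 (Dapa replicate 12) and Clu from -0.13 to 0.27 (Dapa replicate 8).

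The gene lists past the threshold fell to 0 in both comparisons with fry and with the estimated correlation. The interferon-gamma list kept its medians of 2.98 and -3.27, with q of 0.145 and 0.125 from fry and 0.357 and 0.309 from camera with the estimated correlation. Cluster 2 in Case against Ctrl was 0.98 with group medians, 1.75 with a minimum FPKM of 1 and 1.00 to 1.53 across the fits that left out 1 mouse, 10 of the 11 no longer past the threshold. In Dapa against Case it was -1.72 with a pseudocount of 0.1 and -1.32 to -0.82 with 1 mouse left out. Cluster 3 in Case against Ctrl was 0.64 with group medians. Over the 3 cluster settings it ranged from 0.64 to 1.29, with a q of up to 0.0533 (exact two-sided permutation test). With 1 mouse left out, cluster 8 in Case against Ctrl was -0.0143 to 0.0210 and cluster 7 in Dapa against Case -0.0212 to 0.0366.

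Isg15 with blood glucose became 0.676 on log2 values, 0.821 as rho, 0.713 without the 2 farthest mice, and 0.55 to 0.666 with 1 Case mouse left out. Isg15 with UACR had a q of 0.556 by permutation inside the groups and was 0.694 in Case mice only (-0.0857 as rho) and 0.690 in the libraries outside the possible batch (q = 0.131, permutation test). Isg15 with serum creatinine (r = 0.348) was 0.634 as rho (q = 0.0404, permutation test), 0.731 without the 2 farthest mice (q = 0.0128, permutation test), 0.536 without Case replicate 3 and -0.274 in Case only, and with serum urea nitrogen -0.221 as rho, -0.283 without the 2 farthest mice, and -0.428 to 0.387 with 1 Case mouse left out. Csf2rb with blood glucose ranged from 0.300 to 0.602 and with UACR from 0.308 to 0.640 with 1 Case mouse left out, and with serum creatinine it was -0.225 without the 2 farthest mice, -0.0223 in Case only and -0.155 outside the possible batch. Btla in Case only was 0.0457 with blood glucose and 0.311 with serum creatinine. Btla with serum urea nitrogen was -0.200 in Ctrl and Case only, -0.0531 without the 2 farthest mice and -0.577 in Case only, and with UACR -0.660 without the 2 farthest mice.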

Differences from the paper's values

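Compared were the clinical features, the FPKM of the 3 genes, the correlations of Fig. 5 and the antigen presentation genes in the clusters. No value was counted as different from the paper's, but the FPKM of Btla in Dapa was visibly apart. It was 0.146 against about 0.19 in Fig. 4, read by eye. The paper's K-means table holds 811 genes, and 553 genes were DEGs in either comparison here, 543 of them in that table. DESeq2 gave 718 such genes, edgeR's exact test 708 and the exact test without a filter, chosen after seeing the values, 783.

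The paper describes distinct expression patterns and top DEGs between Dapa and Case. The quasi-likelihood test gave 0 DEGs there, while DESeq2 gave 81, edgeR's exact test 67, the exact test without a filter, chosen after seeing the values, 67, and the fit without Dapa replicate 7 gave 3. With DESeq2 and with the exact test, with or without a filter, Ciita, Fgg, Gbp2, Gm4841, Iigp1, Psmb8, Psmb10 and Tap1 had an adjusted p-value under 0.05 in Dapa against Case.

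The paper reports that helper T cell differentiation was enriched in Dapa against Case. The list of such genes written for the gene list tests was tested for a shift, not for enrichment of DEGs, so it is a different measure. Its median log2 fold change was -0.11 (q = 0.642 from camera). Of the DEGs of the exact test, 1 was in the Th1 and Th2 pathway. In cluster 2, 7 genes were in it (q = 9.24e-06, Fisher's exact test).

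The paper gives Csf2rb as higher and Btla as lower in Case, and all 3 genes as moved back in Dapa. The directions of the means were the paper's, but no setting run gave Csf2rb or Btla an adjusted p-value under 0.05 in Case against Ctrl (smallest 0.0935 for Csf2rb with DESeq2 and 0.0867 for Btla without Case replicate 6 in edgeR's quasi-likelihood test) and none gave Isg15 one in Dapa against Case (0.276 to 0.578 with 1 mouse left out, edgeR's quasi-likelihood test).

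The paper names the response to interferon-gamma and antigen processing and presentation for clusters 2 and 3. In cluster 3, 2 genes were in the former (unadjusted p = 0.2, one-sided Fisher's exact test), and 5 in the latter (q = 0.011 against all genes, 0.575 within the paper's table, Fisher's exact tests). For clusters 5 and 9 the paper names pathways that did not pass a q of 0.05 by Fisher's exact test here.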

Other observations

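The tests of few Case mice, strain, neighbouring tissue, depth, other splits for DEGs and groups alone were written before their results were seen. That of immune cells was too, but its statistic was narrowed afterwards. The other tests below were written after. For the higher interferon and MHC genes in Case, the explanation by a single mouse was ruled out as the whole cause: of 46 DEGs in these lists, 25 (54.3%) remained without Case replicate 3, 33 without replicate 1, 37 without 5, 40 without 2 and all without 4 or 6. Strain alone was ruled out for the interferon-gamma list, whose median was -0.00842 in Dapa against Ctrl. The marker list of B cells (median -0.80, 2 of 6 higher) argues against more B cells as the cause, from the 6 of its 17 genes that were tested. The list of T and NK cells was not higher (median -0.15, 0 of 4 genes higher), but only 4 of its 18 genes were tested. Its mean log2(FPKM + 1) was highest of all mice in Case replicate 3 (0.929), so more T and NK cells were left open. More macrophages were left open, with a median of 0.48 and 12 of 15 genes higher, as were more neutrophils. The statistic of this test was narrowed to macrophage, T and B cell lists after the neutrophil list (2 genes, 2 higher, median 1.71) had been seen.

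For the number of DEGs, depth was ruled out (ratio 1.03 between deposited and thinned counts). Among splits of the mice, as many DEGs came up in 1 of 100 for Case against Ctrl, the actual grouping, with a highest other number of 398. For Dapa against Case a count of 0 cannot be tested by splits (100 of 100 give at least 0 DEGs), and 7 of 100 gave as many genes at an unadjusted p under 0.05, so the grouping there stays open. The gene lists past the threshold came up as often in 28 of 100 splits for Case against Ctrl and 64 of 100 for Dapa against Case. In the other splits the median was 5 of the 10 lists in each of these comparisons. The choice of mice alone thus remains a candidate explanation for these counts. The genes reversed by dapagliflozin under the exact test (38) came up as often in 2 of 30 splits of the 12 db/db mice (highest other 51), so chance cannot be excluded at 1 in 20. For the Case mice shared by both comparisons, the first simulations redrew only the Dapa libraries and could give nothing else than about 0 such genes (at most 0 in 40), and 40 that drew all 3 groups gave at most 4. Both draw each gene by itself, while genes move together, so the shared Case mice stay open as a cause. Of the DEGs of the exact test, 63.5% of those higher and 60.1% of those lower in Case moved back. As high a share came up in 19 of 30 splits (42.5% to 89.0%) for DEGs higher in Case, and in 17 of 30 for those lower (29.0% to 88.1%). With no Case mouse in common between the comparisons, over 20 arrangements of the Case mice, the median share of the DEGs of the quasi-likelihood test moved back was 50.1% (34.8% to 77.5%) for DEGs higher and 53.8% (31.9% to 70.4%) for DEGs lower in Case. The limit set for this test was 50%, so whether moving back follows from the shared Case mice or from treatment cannot be told apart.

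Between strains, 2 genes (Gm6300 and Sox2ot) were near 0 in all db/db mice and present in all Ctrl mice, and strain and disease cannot be told apart for them. H2-Ea, listed in the data as H2-Ea-ps, had at least 190 counts in every Ctrl mouse (190 to 530 in Ctrl, 150 to 3485 in Case and 212 to 994 in Dapa). Whether a null allele of this gene in C57BL/6 mice would leave RNA could not be told from these data. A near-identical gene was ruled out, since 0% of its 50-base stretches occur elsewhere. Between the 7 libraries of the possible batch and the 10 others, 0 genes had a q under 0.05 (657 at an unadjusted p under 0.05 of 15060) in edgeR's quasi-likelihood test, so a batch of this kind was ruled out as a wide effect. In Dapa replicate 12, Y-linked genes were lower (121 against 186 to 263, as counts per 1e+06 of the library), and RNA of a female mouse was ruled out by an Xist count of 10 against 5 to 17.

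Proximal tubule markers were lower in Case (median -0.82, q = 2.87e-15 from camera, q = 0.00145 from fry). Fewer proximal tubule cells were ruled out as the whole cause, since the markers moved apart, from -6.32 (Slc22a7), -3.24 (Slc7a13) and -2.95 (Kap) to -0.27 (Aqp1), -0.26 (Slc34a1) and 0.20 (Slc6a19). The 10 markers that were not DEGs (-0.98 to 0.20) also differed from one another by more than under other labels of the mice (exact permutation test around their common shift, p = 0.0303). Fewer such cells as a part of the fall were left open, since the distal nephron markers were higher and the gluconeogenesis genes (median 0.00916) went both ways, 9 lower and 9 higher (-0.41 to 0.95). Less androgen action is a candidate explanation, as 8 of 8 androgen-dependent genes were lower (median -2.41), but 5 of 7 genes higher in female kidney were higher and 2 lower, so it cannot be told apart. Adipocyte markers were lower in Case (median -1.08, q = 0.000129 from camera, q = 0.00591 from fry) and higher in Dapa than Case (0.60, q = 0.00317 from camera, q = 0.0603 from fry). The 2 parts of their list correlated at 0.964 over the mice, which neighbouring fat in the sample may explain. In Case against Ctrl the other lists had medians of 1.78 (erythrocytes, q = 0.00213 from camera), 0.30 (distal nephron, q = 0.00213 from camera), 0.48 (macrophages, q = 0.251 from camera), -0.15 (T and NK cells, q = 0.285 from camera), -0.80 (B cells, q = 0.0688 from camera), 0.79 (adrenal, q = 0.089 from camera), 0.44 (liver, q = 0.075 from camera) and 0.22 (podocytes, q = 0.056 from camera). Of these lists, distal nephron (q = 0.00833) and adrenal (q = 0.0168) passed fry, and erythrocytes (q = 0.0656) and the rest did not.

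Between Dapa and Case, the B cell (median 1.72, q = 0.0256 from camera), T and NK cell (0.90, q = 0.00656 from camera) and distal nephron (0.26, q = 0.00317 from camera) lists were higher in Dapa, and none of these passed fry. Per mouse, none of them differed (exact two-sided permutation tests, p = 0.294, 0.113 and 0.0519 in the same order). The mean log2(FPKM + 1) of the B cell list was highest in Dapa replicates 8 (3.06) and 7 (1.84), against at most 1.47 in Case. For the correlations with clinical features, group differences alone remain a candidate explanation (smallest q = 0.556, permutation inside the groups), and Csf2rb with UACR may rest on Case replicate 3 (r = 0.308 without it).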
